# Quantitative profiling of adaptation to cyclin E overproduction

**DOI:** 10.26508/lsa.202201378

**Published:** 2022-02-16

**Authors:** Juanita C Limas, Amiee N Littlejohn, Amy M House, Katarzyna M Kedziora, Brandon L Mouery, Boyang Ma, Dalia Fleifel, Andrea Walens, Maria M Aleman, Daniel Dominguez, Jeanette Gowen Cook

## Abstract

Cyclin E/CDK2 drives cell cycle progression from G1 to S phase. Despite the toxicity of cyclin E overproduction in mammalian cells, the cyclin E gene is overexpressed in some cancers. To further understand how cells can tolerate high cyclin E, we characterized non-transformed epithelial cells subjected to chronic cyclin E overproduction. Cells overproducing cyclin E, but not cyclins D or A, briefly experienced truncated G1 phases followed by a transient period of DNA replication origin underlicensing, replication stress, and impaired proliferation. Individual cells displayed substantial intercellular heterogeneity in cell cycle dynamics and CDK activity. Each phenotype improved rapidly despite high cyclin E–associated activity. Transcriptome analysis revealed adapted cells down-regulated a cohort of G1-regulated genes. Withdrawing cyclin E from adapted cells only partially reversed underlicensing indicating that adaptation is at least partly non-genetic. This study provides evidence that mammalian cyclin E/CDK inhibits origin licensing indirectly through premature S phase onset and provides mechanistic insight into the relationship between CDKs and licensing. It serves as an example of oncogene adaptation that may recapitulate molecular changes during tumorigenesis.

## Abstract (precis)

Detailed analysis of individual human cells responding then adapting to the stress of chronic cyclin E overproduction, which inhibits DNA replication origin licensing by inducing premature S phase.

## Introduction

Cell cycle regulation depends on tight cyclin expression control to activate the cyclin-dependent protein kinase enzymes (CDK) that govern cell cycle progression (Evans et al, 1983). In G1 phase, growth factors induce cyclin D which activates CDK4 and CDK6, which in turn, inactivate the E2F inhibitor, the retinoblastoma protein (RB). E2F released from inhibition induces transcription of a suite of S phase genes, including the *cyclin E* gene. Rb hyperphosphorylation by cyclin E/CDK2 (and/or cyclin D/CDK4-6) (DeGregori et al, 1995; Dimova & Dyson, 2005; Narasimha et al, 2014; Sanidas et al, 2019) fully activates E2F (Zarkowska & Mittnacht, 1997; Yang et al, 2020). Cells then progress from late G1 into S phase and initiate DNA replication. Importantly, cyclin E is overproduced in many cancers and tumor-derived cell lines due to gene amplification or dysregulated transcription (Barretina et al, 2012; Asghar et al, 2017; Geng et al, 2018; Chu et al, 2021), yet high cyclin E can induce replication stress, proliferation failure, and genome instability (Minella et al, 2002; Teixeira et al, 2015). The mechanisms for accommodating cyclin E overproduction are not fully understood.

Cyclin E overexpression induces premature S phase which shortens the time necessary for essential steps in the G1 phase (Ohtsubo & Roberts, 1993; Resnitzky et al, 1994; Wimmel et al, 1994; Ohtsubo et al, 1995; Spruck et al, 1999b; Matson et al, 2017). Failure to complete these steps may lead to replication stress in S phase. An essential G1 process in mammalian cells is DNA replication origin licensing, in which thousands of chromosomal sites are loaded with MCM complexes. The concerted action of the Origin Recognition Complex (ORC), and the CDC6 and CDT1 proteins renders origins competent for DNA replication (Gillespie et al, 2001; Evrin et al, 2009; Remus et al, 2009). At S phase onset, ORC, CDC6, and CDT1 are inactivated to block further MCM loading, avoiding re-licensing and re-replication. Re-replication is a form of both endogenous DNA damage and genome instability that can contribute to oncogenesis (Green & Li, 2005; Davidson et al, 2006; Arias & Walter, 2007; Zhou et al, 2020).

Because licensing is tightly restricted to G1 phase via inactivation of MCM loading factors outside G1, all licensing needed to support DNA replication in S phase must occur before the G1/S transition. One challenge in the S phase is replication fork stalling due to DNA lesions, fork damage, collisions with transcription complexes, repetitive sequences, or other barriers (Ait Saada et al, 2018; Berti et al, 2020). Stalled forks can be overcome by activating (“firing”) nearby origins (Woodward et al, 2006). Cells load enough MCM during G1 to license many dormant origins, ensuring availability of both primary and dormant licensed origins (Ge et al, 2007). Without dormant origins, cells are hypersensitive to replication inhibitors, exhibit higher genome instability, and are more prone to tumor formation (Pruitt et al, 2007; Shima et al, 2007; Ibarra et al, 2008; Kawabata et al, 2011).

Cyclin E overproduction in non-transformed cells perturbs normal DNA replication and can be toxic over a period of days or weeks (Minella et al, 2002; Jones et al, 2013; Kok et al, 2020), Furthermore, prolonged cyclin E overproduction can ultimately give rise to cells with altered genomes (Spruck et al, 1999a; Teixeira et al, 2015). Ectopic cyclin E overproduction in non-transformed cells shortens G1 (Resnitzky et al, 1994) and induces cells to enter the S phase with less loaded MCM than corresponding controls (Matson et al, 2017). Transient cyclin E overproduction in some cancer cells that already express high cyclin E can also inhibit licensing (Ekholm-Reed et al, 2004). It is also generally understood that CDK activity directly inhibits MCM loading factors, making origin licensing defects a likely source of cyclin E–induced genome instability (Nguyen et al, 2001; Diffley, 2004; Zielke et al, 2011, 2013). If cyclin E is toxic, how do cancer cells tolerate cyclin E overexpression and reduced origin licensing over the long timelines required for tumor development? Neither the process of adapting to the initial toxicity nor the full consequences of that adaptation have been described.

To investigate cellular adaptation to cyclin E overexpression, we analyzed multiple independent time courses as non-transformed epithelial cells adapted to ectopic cyclin E overproduction. We characterized the acute effects of cyclin E overproduction at single cell resolution and the entire process of cellular adaptation to this particular stress. We found that elevated cyclin E, but not elevated cyclin D or cyclin A, initially induces shortened G1, defects in origin licensing, and replication stress. We provide evidence that the licensing defects are likely due to truncating G1 and not direct MCM loading factor inactivation. Cells then adapt over a period of just a few weeks to lengthen G1 phase and to improve origin licensing while maintaining cyclin E expression and activity.

## Results

### Cyclin E overproduction shortens G1

To explore the cellular consequences of cyclin E overproduction we generated non-transformed human retinal pigmented epithelial cell lines with doxycycline (dox)-inducible cyclin E, cyclin D, or cyclin A cDNAs. Using non-transformed epithelial cells avoids confounding variables of genetic and epigenetic alterations present in most cancer-derived cell lines. We included cyclin D because it is overproduced in some cancers but is not associated with changes in origin licensing and replication stress. We included cyclin A because it is an alternative activator of CDK2. We established cell lines with one isoform of each cyclin (cyclin D1, cyclin E1, and cyclin A2) and isolated colonies from single cells to generate monoclonal populations. We treated cells with varying concentrations of dox for 48 h (∼two cell cycles) and immunoblotted cell lysates for cyclins (Fig 1A); we quantified fold-production in Fig 1B. *CCNE1* mRNA (encoding cyclin E) in The Cancer Genome Atlas (TCGA) shows similar increases in some tumors compared with normal tissue.

**Figure 1.**
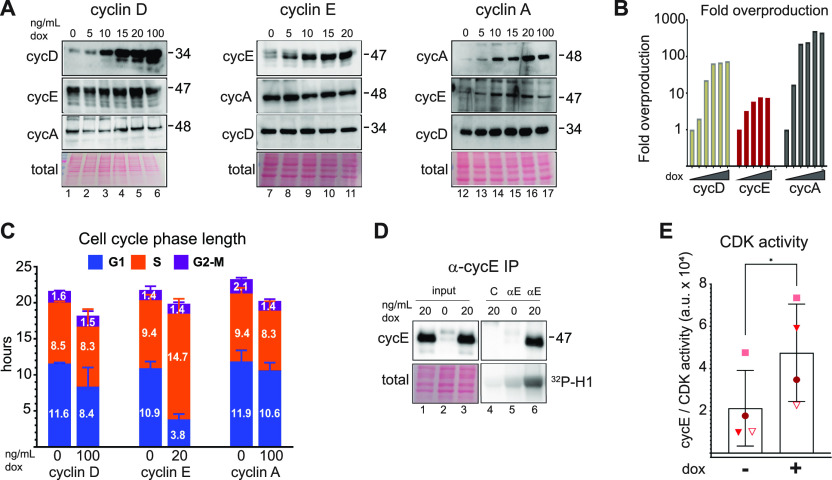
Cyclin E overproduction shortens G1. **(A)** Non-transformed retinal pigmented epithelial (RPE1-hTert) cells with stably integrated doxycycline-inducible human cyclin D1 (left), cyclin E1 (middle), or cyclin A2 (right) were treated with doxycycline (dox) for 48 h before immunoblotting (representative of three replicates). **(B)** Fold overproduction of each induced cyclin relative to endogenous levels from (A). **(C)** Cell cycle phase lengths and distributions determined by flow cytometry and doubling time after 48 h induction with 100 ng/ml (cyclin D1), 20 ng/ml (cyclin E1), and 100 ng/ml (cyclin A2) (n = 3). G1 length difference from control: cyclin D *, cyclin E ****, cyclin A not significant. **(D)** Cyclin E and histone H1 kinase activity in immunoprecipitates of cyclin E from lysates after 48 h of cyclin E overproduction (20 ng/ml). “C” (control) is lysate from induced cells treated with non-immune serum. **(E)** Quantification of four independent replicates of (D). *P ≤ 0.05, **P ≤ 0.005, ***P ≤ 0.0005.

Both cyclin E and cyclin A are Rb/E2F–regulated gene products (Ohtani et al, 1995; Schultze et al, 1995). Because G1-S CDK activity inactivates Rb, we tested for indirect effects of overproducing one cyclin on the others (Chellappan et al, 1991; Burkhart & Sage, 2008; Rubin et al, 2020). Immunoblotting revealed little to no consistent effect of overproducing one cyclin on expression of another cyclin (Fig 1A). We show darker exposures in Fig 1A to make endogenous cyclins visible and provide lighter exposures in Fig S6A. We selected one doxycycline dose for each cell line for further study based on the maximum dose that did not induce an immediate proliferation arrest: 100 ng/ml for cyclin D and cyclin A and 20 ng/ml for cyclin E. We tested for changes in cell cycle phase lengths using the doubling time of each cell line and the percentage of cells in G1, S, or G2/M from flow cytometry analysis (Fig S1A and B). We observed no evidence of cell death (e.g., floating cells) in response to cyclin overproduction. Overproducing cyclin E shortened G1 by nearly threefold (adjusted *P*-value < 0.0001), whereas overproducing cyclin D or cyclin A minimally shortened G1 (Fig 1C). We quantified CDK/cyclin E–associated histone H1 kinase activity in cyclin E immunoprecipitates from lysates of asynchronously proliferating cells and quantified an average twofold increase in CDK activity (Fig 1D, N = 4 replicates quantified in Fig 1E; a lighter exposure of Fig 1D appears in Fig S6B). The fact that a large fold-increase in cyclin E protein does not induce the same fold-increase in associated kinase activity may be the result having saturated other cellular factors needed for activity, such as CDK2, and/or compensatory mechanisms to restrain cyclin E/CDK2 activity.

**Figure S1.**
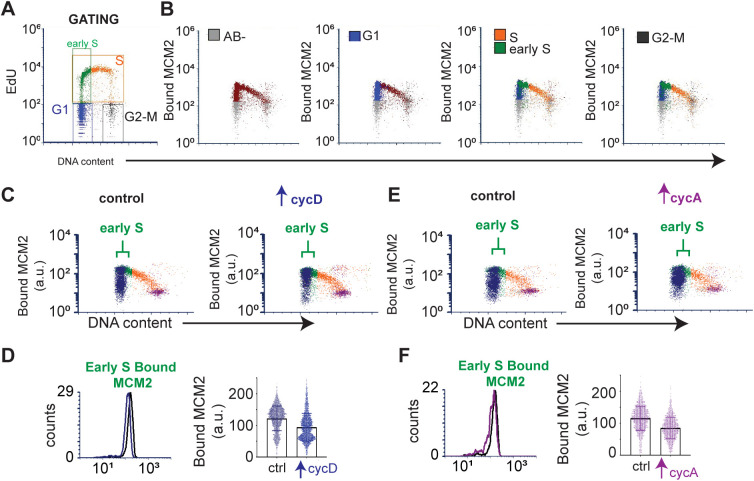
Modest underlicensing induced by cyclin D or cyclin A overproduction. **(A)** Gating strategy and color coding for cell cycle phases, MCM loading, and MCM loading in early S phase on EdU/DAPI plots. **(B)** Defining gates: MCM antibody negative (“AB-,” gray), G1 (blue), early S phase and mid-to-late S (green and orange, respectively), and G2-M (black). **(C)** Origin licensing after inducing cyclin D overproduction (100 ng/ml, 48 h); brackets indicate early S phase cells. **(D)** Bound MCM intensity in the early S phase from (C) plotted as histograms (left) and single cells (right). **(E, F)** As in (D) and (C) except cells were induced to overproduce cyclin A (100 ng/ml, 48 h). Data are representative of a minimum of three biological replicates. Histograms in D and F are identical to Fig 2D.

### Cyclin E overproduction causes underlicensing and replication stress

The short G1 in cells overproducing cyclin E raised the possibility that cells entered S phase with decreased loaded MCM to license origins. To test this idea, we quantified loaded MCM per cell in early S phase using analytical flow cytometry (Fig 2A). Because MCM is unloaded throughout S phase, we focused on early S phase cells as a measure of the amount of MCM loaded in the previous G1 phase. Briefly, we pulse-labeled asynchronously proliferating cells with EdU to identify S phase cells. We then detergent-extracted to remove soluble MCM, fixed, and stained cells for loaded (or DNA-bound) endogenous MCM2 (a marker of the MCM2-7 complex) and DAPI (DNA content); see also the Materials and Methods section. Flow cytometry data are displayed as bound MCM versus DNA content with color coding as follows: MCM signal below antibody threshold (gray), cells with detectable bound MCM but no EdU incorporation (blue), and EdU-positive cells (S phase) (orange) (Fig 2B). Early S phase MCM intensity per cell indicates the abundance of licensed origins available for that S phase (green) (Figs 2C and S1A and B). Cyclin E overproduction reduced the amount of loaded (bound) MCM at S phase entry (Fig 2C, green). In contrast, cyclin D or cyclin A overproduction modestly reduced MCM loading in early S phase (Fig S1C–F). To compare control and treated cells, we plotted the MCM intensities in early S phase cells from Fig 2C on a single histogram (loaded MCM on the x-axes). The shift of MCM loading distribution to the left in cyclin E–overproducing cells indicates S phase entry with less origin licensing (Fig 2D). Similar histograms of early S MCM loading in cells overproducing cyclin D and cyclin A showed little effect on licensing (Fig 2D). We also plotted a combination of 20 biological replicates showing single cell MCM signal intensities on one graph (Fig 2E, raw intensities in arbitrary units). We observed differences in the magnitude of underlicensing among independent replicates, but cyclin E overproduction consistently induced significant underlicensing. Across many experiments, cyclin E overproduction reduced licensing in early S by 2.5-fold.

**Figure 2.**
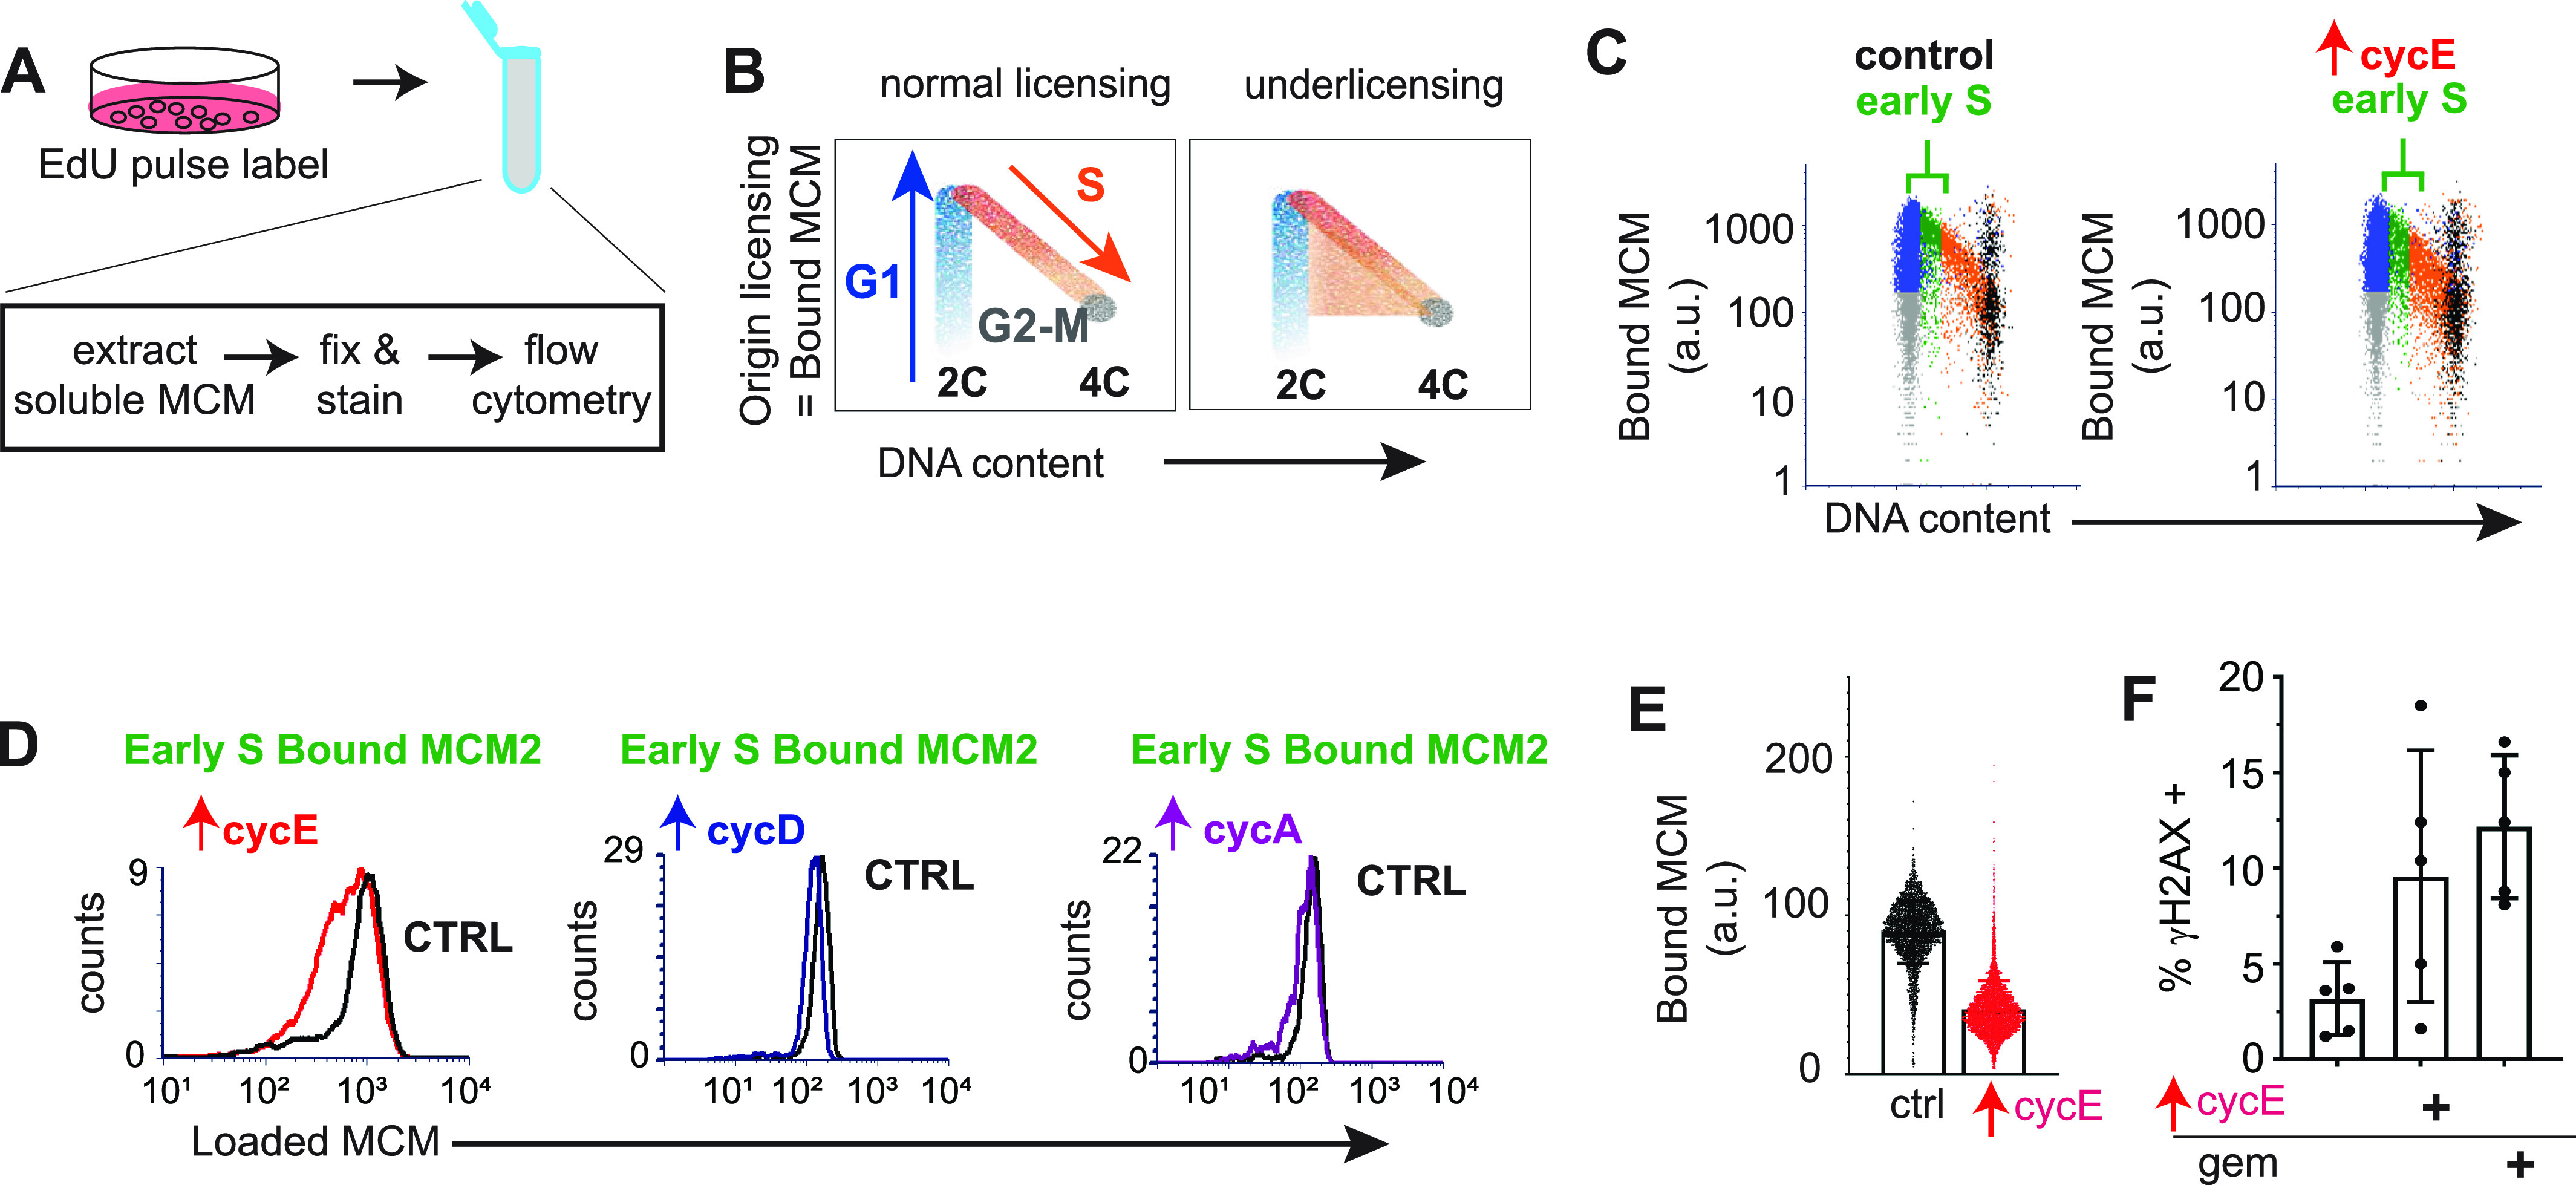
Cyclin E overproduction causes underlicensing and replication stress. **(A)** Workflow for quantifying chromatin-bound endogenous MCM by flow cytometry. **(B)** Illustration of DNA content (x-axis), and bound MCM (y-axis). Cells are colored blue for G1 (MCM-positive), orange for S phase (EdU-positive, MCM-positive), and gray for MCM-negative. Patterns for normal licensed (left) and underlicensed (right) populations. **(C)** Analysis of MCM loading in control and cyclin E–overproducing cells after 48 h (20 ng/ml dox) detecting MCM2 as a marker of the MCM2-7 complex. Early S phase cells (defined as MCM-positive, EdU-positive, and G1 DNA content) are green and bracketed (representative of at least six replicates). **(D)** Loaded MCM in early S phase cells (intensity/cell) overproducing cyclin E (left, same cells as in C), cyclin D (middle), and cyclin A (right). Y-axis: normalized counts. **(E)** Early S phase MCM loading intensity in single cells (20 independent replicates). **(F)** Cyclin E overproduction (20 ng/ml dox) or 1 nM gemcitabine for 48 h analyzed by flow cytometry for % γ-H2AX positive cells (n = 5). Positive cells defined in Fig S2.

Cells overproducing cyclin E for 2–3 d proliferated despite reduced origin licensing. We reasoned that enough primary origins were licensed in G1 to usually complete the S phase, but there would be too few licensed dormant origins to consistently suppress replication stress and genome instability. Previous work established that substantially reducing origin licensing leads to accumulation of DNA damage markers (i.e., γ-H2AX), and impaired proliferative fitness (Orr et al, 2010; Alvarez et al, 2015; Bai et al, 2016). We therefore quantified γ-H2AX as a marker of replication stress by analytical flow cytometry, using the replication inhibitor gemcitabine as a positive control. Cells overproducing cyclin E for just 48 h generated more γ-H2AX–positive cells than control cells (Fig 2F, gating strategy for scoring γ-H2AX provided in Fig S2). We also immunostained for 53BP1 nuclear bodies in Fig 4A (Chanoux et al, 2009; Zeman & Cimprich, 2014). In addition, the length of the S phase increased substantially after cyclin E induction (Fig 1C and also 3D; and first reported in fibroblasts [Spruck et al, 1999a]), and we had previously documented reduced DNA synthesis rates after cyclin E overexpression in RPE1-hTert cells (Matson et al, 2017). Given the function of cyclin E in origin firing, the longer S phase likely reflects fewer origins firing from fewer licensed origins and/or checkpoint restraints triggered by replication stress. We conclude that cyclin E overproduction generates functionally “underlicensed” cells that experience replication stress.

**Figure S2.**
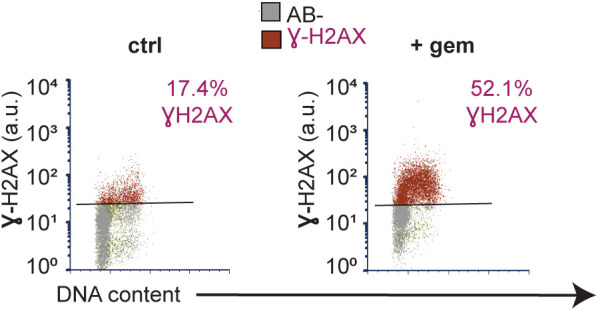
Replication stress by Ɣ-H2AX staining. Gating strategy for measuring replication stress: antibody negative (AB-, gray) and Ɣ-H2AX positive (red). Left: control cells. Right: cells treated 48 h with 1 nM gemcitabine (gem).

**Figure 3.**
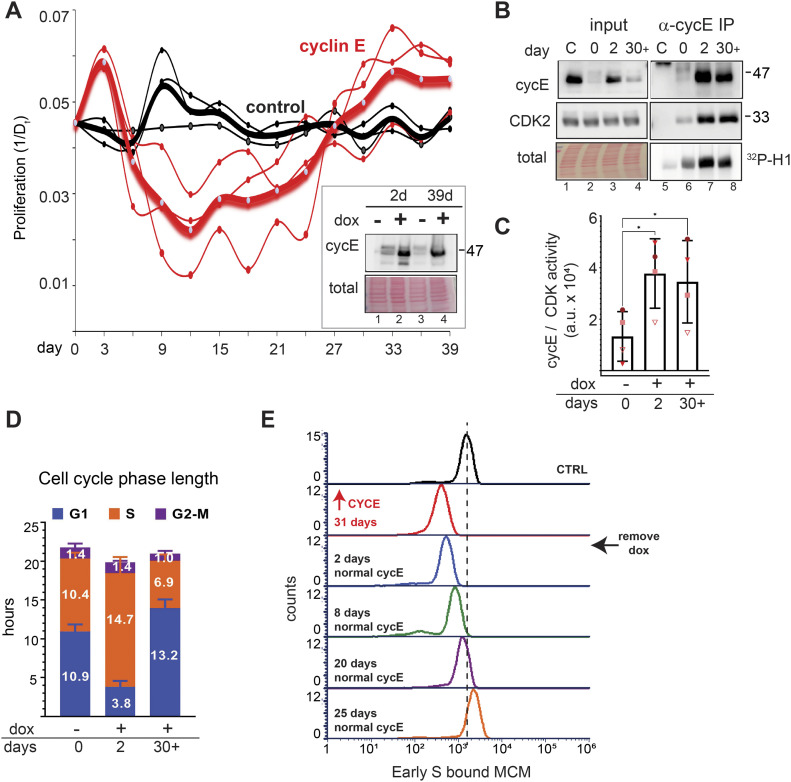
Significant proliferation and licensing perturbations from adaptation to chronic cyclin E overproduction. **(A)** Proliferation rate calculated every 3 d; heavy lines are means, and thin lines are three independent replicates. Proliferation plotted as the inverse of doubling time (D_t_) in hours (y-axis, 1/D_t_) versus days in culture (x-axis). Inset: Immunoblot for cyclin E in cells grown for 2 or 39 d in 20 ng/ml dox (lanes 2 and 4). Lane 3 is cyclin E expression in adapted cells 48 h after withdrawing dox. **(B)** Cyclin E, endogenous CDK2, and histone H1 kinase activity in cyclin E immunoprecipitates after 2 or 30+ d of proliferation (20 ng/ml dox). C is control as in Fig 1D. **(C)** Kinase activity in four replicates of (B). **(D)** Cell cycle phase lengths after 2 or 30+ d of proliferation (20 ng/ml dox, n = 3 replicates). **(E)** Early S MCM loading in control cells, adapted cells at day 31, or cells at the indicated days of culture after removing dox (representative of three replicates). Dotted line represents midpoint of control for reference.

**Figure 4.**
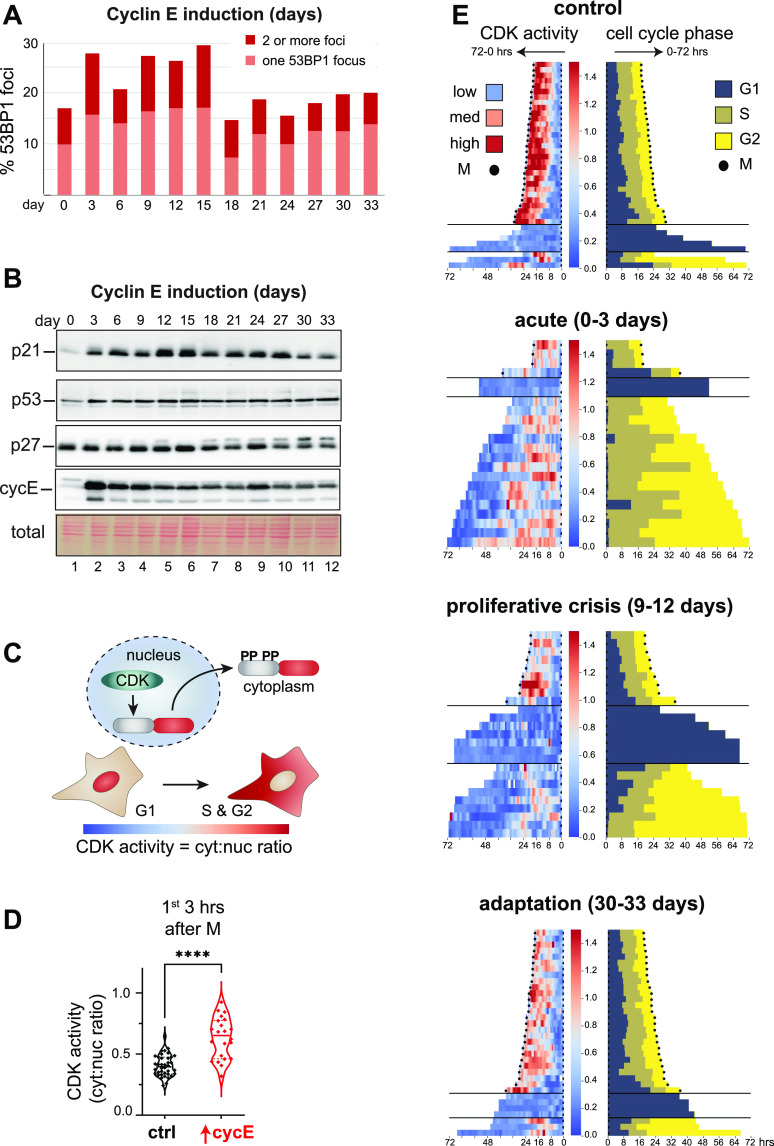
Chronic cyclin E overproduction induces transient DNA damage response markers and heterogeneous cell cycle arrest. **(A)** Cells overproducing cyclin E (20 ng/ml dox) were stained for endogenous 53BP1 nuclear bodies at the indicated time points; cells were classified as having one or more than one bright 53BP1 nuclear body. **(B)** Endogenous p21, p27, and p53 plus both ectopic and endogenous cyclin E from cells treated as in (A). **(C)** Illustration of the translocation-based CDK1/CDK2 activity biosensor (Spencer et al, 2013). **(D)** CDK activity in the first 3 h of G1 after cyclin E induction plotted as the cytoplasmic to nuclear ratio of biosensor localization (n = 60 cells ****P ≤ 0.00005). **(E)** CDK activity (left) and cell cycle phase lengths defined by PCNA localization (right) during 72 h live imaging at the indicated times after continuous cyclin E overproduction. Individual cell traces begin with cell division; left is CDK activity and right is cell cycle phases. Low and high CDK activity via biosensor localization are blue and red respectively. Cell cycle phase transitions are defined by changes in PCNA localization. Black dots indicate mitosis.

### Proliferation and licensing perturbations during adaptation to chronic cyclin E overproduction

We wondered if cyclin E–overproducing cells could sustain long-term proliferation while severely underlicensed. We monitored cell proliferation during more than a month of continuous induction for each of the cyclin-overproducing lines by plotting days in culture (x-axis) and the inverse of the population doubling time in hours (y-axis; 1/D_t_, e.g., 20 h doubling time is 0.05 on the y-axis). In the first 3 d, each of the three G1-S cyclins accelerated proliferation, but only cyclin D sustained consistent accelerated proliferation. Cells overproducing cyclin A showed only modest acceleration relative to controls (Fig S3A). In contrast, cyclin E–overproducing cells experienced an initial burst of accelerated proliferation, but it rapidly slowed (Fig 3A). Minella and colleagues documented strong proliferation defects after 2 wk of cyclin E overproduction in human fibroblasts (Minella et al, 2002). We observed similar phenotypes in these epithelial cell lines; cultures grew more slowly after 2–3 wk of cyclin E overproduction. Surprisingly, the populations recovered after this slow proliferation period and returned to accelerated growth by weeks 4–5. Normal doubling time of these cells is 22–23 h, whereas cells overproducing cyclin E had doubling times that ranged from 15 h during the “acute” phase in the first few days to 81 h during the “proliferative crisis” after 2–3 wk. At the end, all cyclin-overproducing cultures were proliferating somewhat faster than controls though the exact timing of the proliferative crisis varied within a ∼2-wk window (Figs 3A and S3A). We observed no additional proliferation rate changes after day 30 (not shown).

**Figure S3.**
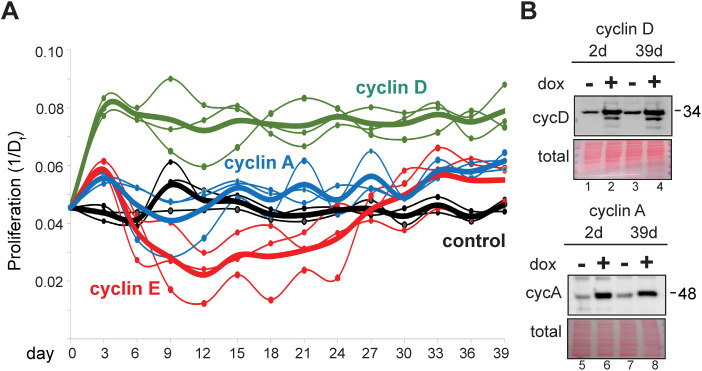
Adaptation to chronic cyclin D or cyclin A overproduction. **(A)** Proliferation rate for uninduced control cells (black) and cells overproducing cyclin D1 (100 ng/ml, green), cyclin A2 (100 ng/ml, blue), and cyclin E1 (20 ng/ml, red, from Fig 3A). **(B)** Immunoblot analysis of cyclin D1 (top) and cyclin A2 (bottom) after 2 or 39 d of proliferation under constant inducing conditions, lanes 2 and 4. Lane 3 is cyclin D1 or cyclin A2 2 d after dox removal after chronic overproduction.

We were intrigued by the pattern of slowed proliferation, or “proliferative crisis,” then recovery in the cyclin E–overproducing cells. We analyzed levels of induced cyclin E in adapted cells (day 39) versus cyclin E levels after just 2 d. Interestingly, adapted populations still overproduced cyclin E (Fig 3A inset, compare lanes 2 and 4), and when dox was removed for 48 h, cyclin E expression reverted to endogenous levels (Fig 3A inset, compare lanes 3 and 4). We obtained similar results for cyclins D and A (Fig S3B, compare lanes 2 and 4 and lanes 6 and 8). We analyzed several independently derived cyclin E–adapted populations, and sometimes found reduced cyclin E protein in adapted cells compared with the initial levels after induction (e.g., Fig 3B, compare lanes 3 and 4). In all replicates, however, cyclin E levels were still higher in adapted populations than endogenous cyclin E. Importantly, the amount of CDK activity associated with cyclin E overproduction remained high in adapted cells (Fig 3B, compare lanes 7 and 8 and Fig 3C, a lighter exposure of Fig 3B appears in Fig S6C). We interpret similar kinase activity on day 2 compared with 30 or more days of induction to indicate that the amount of cyclin E overproduced in adapted cells was still enough to activate the available CDK2 even though total cyclin E had decreased. In support of adapted levels of cyclin E saturating endogenous CDK2, CDK2 protein in cyclin E immunoprecipitates was also similar (Fig 3B, compare lanes 7 and 8). We also studied cell cycle phase lengths in adapted populations compared with control and acute (2 d) populations. We again observed the extreme shortening of G1 phase as an acute early response to cyclin E overproduction, but despite their similarly elevated cyclin E–associated activity, adapted cells spent at least as much time in G1 as control cells (Fig 3D).

We hypothesized that if premature S phase entry is the primary mechanism causing underlicensing, then adapted cells with longer G1 phases would start S phase less underlicensed than cells after acute cyclin E overproduction. Alternatively if cyclin E/CDK2 directly inactivates MCM loading then the high cyclin E/CDK2 activity in adapted cells would still induce strong underlicensing. We thus analyzed MCM loading in adapted cells, and surprisingly these cells had intermediate licensing. Adapted cells were not as underlicensed as cells with very short G1 phases (Fig 2), but still underlicensed relative to uninduced cells (Fig 3E, compare control with ↑CycE 31 d). As others have shown, intermediate licensing can be compatible with robust cell proliferation (Woodward et al, 2006; Ge et al, 2007; Ibarra et al, 2008).

To test if the intermediate licensing was solely dependent on elevated cyclin E, we withdrew dox and monitored licensing in adapted cells (Fig 3A inset, compare lanes 3 and 4). Cells proliferated normally with no second proliferative crisis, indicating that adaptation did not include acquiring dependence on high cyclin E (not shown). Surprisingly, returning cyclin E to endogenous levels after 30 d of adaptation to high cyclin E did not immediately revert to full licensing, despite the rapid return of cyclin E to normal levels (Fig 3A). We analyzed cells at 2, 8, 20, and 25 d after dox withdrawal and quantified a gradual improvement in origin licensing over the course of this recovery period (Fig 3E, compare adapted cells after 31 d of dox induction [red] to days 20 and 25 after dox removal [purple and orange]). This finding suggests that adaptation is associated with physiological changes independent of constant cyclin E overproduction. Furthermore, the fact that cells eventually returned to normal licensing indicated that adaptation was not solely through selection for permanent genetic changes, although mutations may have occurred. We also did not observe rare clones arising from a field of mostly arrested cells during the proliferative crisis.

### Chronic cyclin E overproduction induces transient DNA damage response markers and heterogeneous cell cycle arrest

We next sought to analyze replication stress markers. We anticipated that cells initially accumulate endogenous DNA damage due to chronic underlicensing and replication stress. To test this notion, stained for the replication stress and DNA damage marker, 53BP1, every 3 d during chronic cyclin E overproduction (Schultz et al, 2000). We analyzed a single population of cells for 33 d by quantifying the number of 53BP1 nuclear bodies in thousands of cells from 20 fields of view in each time point (Fig S4A). We chose a conservative arbitrary threshold for automated counting to quantify the brightest 53BP1 nuclear bodies (see the Materials and Methods section). We classified cells as having one nuclear body, multiple nuclear bodies, or no nuclear bodies. Before induction, cells produce some 53BP1 nuclear bodies due to constitutive replication stress in unperturbed cells (Moreno et al, 2016). Within the first few days of cyclin E overproduction, we consistently found cells with one or more 53BP1 nuclear bodies which eventually subsided to control levels (Fig 4A). The period of elevated 53BP1 nuclear bodies coincided with slowed proliferation, and the return to baseline 53BP1 signals coincided with the return to accelerated proliferation in Fig 3A.

**Figure S4.**
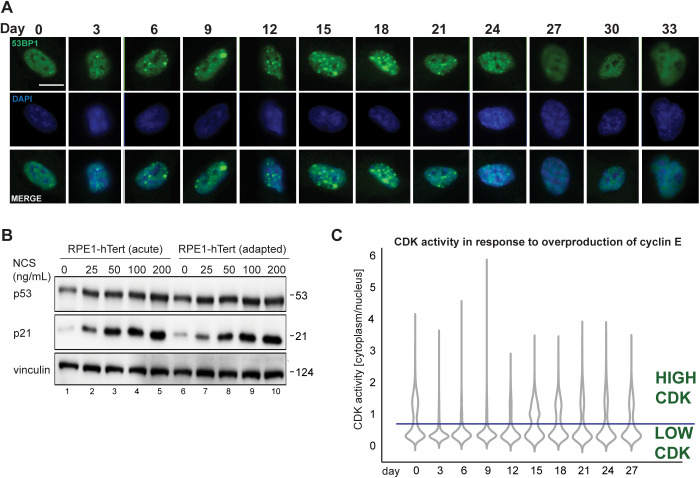
DNA damage markers and CDK activity during adaptation to cyclin E overproduction. **(A)** Representative immunofluorescence images of cells fixed at 3-d intervals during adaptation and stained for 53BP1 nuclear bodies (green), and DNA stained with DAPI (blue). Scale bar is 10 μm. **(B)** Cells induced to overproduce cyclin E (20 ng/ml) for 2 d or after adaptation (30+ d), then treated with neocarzinostatin (NCS) for 48 h. Endogenous p53, p21, and vinculin (loading control) in whole cell lysates were detected by immunoblotting. **(C)** CDK reporter activity at the end of each 72 h of live imaging during adaptation. The line at 0.75 marks a threshold of CDK reporter activity above which cells are committed to S phase, or in S and G2 phases.

The increase in 53BP1 nuclear bodies indicated DNA damage that could trigger a cell cycle checkpoint contributes to the proliferative crisis. We therefore collected lysates every 3 d during the adaptation to probe for the induction of p53 and its downstream target, p21, both well-established markers of the DNA damage response (El-Deiry et al, 1993; Macleod et al, 1995; Kubbutat et al, 1997). We detected a minor and sustained elevation in p53 protein levels throughout most of the time course, but a marked induction of p21 (Fig 4B). The induction of the p21 CDK inhibitor preceded the proliferative crisis and lasted past the return to rapid proliferation in this example. In contrast, the p27 CDK inhibitor was unaffected. The p21 protein is degraded in S phase cells, but p21 is stable in G1 cells (Abbas et al, 2008; Nishitani et al, 2008). Because adapted cells spend more time in G1 and less time in S phase (Fig 3D), elevated p21 levels in lysates at later time points could reflect cell cycle phase distribution, a persistent DNA damage response, or both. On the other hand, p21 induction at earlier time points is more likely to be attributable to DNA damage because G1 phases were shorter and 53BP1 nuclear bodies more abundant at those times. This early p21 induction may have limited the amount of kinase activity the overproduced cyclin E could stimulate (Figs 1E and 3C). We also detected slightly stronger p21 induction from the addition of neocarzinostatin (NCS), a DNA damage–inducing agent, in cells after 2 d of cyclin E overproduction compared with adapted cells (Fig S4B). Our working model is that adaptation includes a long, but transient activation of the DNA damage response.

Independent adaptations varied in the dynamics of the proliferation responses (Fig 3A). Nevertheless, the pattern was consistent in each replicate: cultures initially proliferated rapidly, then very slowly, and then returned to rapid proliferation. We routinely monitored cultures in proliferative crisis and observed heterogeneous morphologies: some large cells reminiscent of senescence, some elongated cells, and others resembling normal proliferating cells (not shown). We were therefore interested in understanding adaptation in single cells. The biochemical kinase activity analysis in Figs 1 and 3 could not distinguish cyclin E–associated activity in G1 cells from activity in other cell cycle phases. To further examine single cell CDK activity in real time we introduced a single cell reporter for both CDK1 and CDK2 activity via nuclear-to-cytoplasmic translocation upon CDK-mediated phosphorylation (Fig 4C). This reporter was generated from a fragment of the DHB CDK substrate, does not respond to CDK4/6, and has been extensively characterized (Gu et al, 2004; Hahn et al, 2009; Spencer et al, 2013; Schwarz et al, 2018; Yang et al, 2020). In addition, we introduced a PCNA-based reporter to mark the boundaries of S phase by changes in localization (Leonhardt et al, 2000). To monitor CDK1/2 activity, we measured the cytoplasmic-to-nuclear fluorescence intensity ratio of the reporter: a low ratio indicates low CDK activity, a high ratio indicates high CDK activity. We first tested the immediate effects of cyclin E induction by analyzing G1 cells in the first 3 h after mitosis shortly after doxycycline addition. As expected, high cyclin E induced a strong spike in CDK1/2 activity evidenced by increased cytoplasm-to-nucleus fluorescence (Fig 4D).

We then subjected this reporter line to chronic cyclin E overproduction and collected time lapse fluorescence images for 72 h at four distinct time points: (1) control, (2) “acute” cyclin E overproduction (0–3 d), (3) proliferative crisis (9–12 d), and (4) adaptation 30–33 d. For individual cells, we calculated CDK activity and cell cycle phase lengths or arrest, restricting analysis to cells with a visible mitosis and excluding cells that did not divide at all during the entire 72 h. Fig 4E is heat maps of CDK1/2 activity (left) and tracks for cell cycle phases (right); each trace begins with mitosis and either ends with mitosis or the end of imaging (Fig 4E). In the control population, CDK1/2 activity followed the expected pattern: low in G1 (blue), increasing through S and G2 phases (pink and red), followed by mitosis (black dots) for most cells.

Although these cultures started from monoclonal populations, we found wide intercellular heterogeneity in CDK1/2 and cell cycle dynamics. At each time point we identified three discrete patterns: (1) a complete cell cycle that ended with mitosis, (2) mitosis followed by a G1/G0 arrest, and (3) cells that appeared to complete S phase but never divided. During first 3 d of cyclin E overproduction (“acute”) many cells had extremely short G1 phases (dark blue bars) and long S phases, as expected from flow cytometry analysis in Fig 3D, but also less pronounced oscillations in CDK activity compared with controls. Many cells completed the S phase but never entered mitosis or underwent nuclear envelope breakdown. Instead, these “G2-arrested” cells returned to low CDK activity as though they had skipped mitosis, but they did not start S phase again during the imaging window (Fig 4E, acute [0–3 d]).

In contrast, many individual cells in proliferative crisis divided but then entered very long G1 phases and neither increased CDK activity nor progressed to the S phase. Substantial numbers completed the S phase but arrested in the subsequent G2 with low CDK activity (Fig 4E, proliferative crisis [9–12 d]). Some cells were non-dividing with no visible mitoses for the entire 72 h (not shown). Nonetheless, a fraction of cells completed a full cell cycle despite altered patterns of CDK activity (Fig 4E, top rows of “acute” and “proliferative crisis”). After 30 d of chronic cyclin E overproduction, cell cycle phases were more typical of control cells, although interestingly, CDK activity was lower in S and G2 phases compared with controls (Fig 4E, adaptation, 30–33 d).

In addition, we examined all the cells in the final frame of each movie by automated image analysis at the end of each 3 d of imaging and plotted the CDK1/2 activity for each cell (Fig S4C). Based on prior observations (Spencer et al, 2013; Schwarz et al, 2018) cells with a cytoplasmic:nuclear reporter ratio of 0.75 or higher typically are committed to S phase entry or are already in the S or G2 phase. Although activity was high very early (first 3 h) after cyclin E induction (Fig 4D), by the end of 3 d of cyclin E overproduction, the population with high CDK1/2 activity had already substantially dropped and remained low during the proliferative crisis (Fig S4C, ∼days 9–12). We expect that if adapted cells were primarily the descendants of rare mutants, we would have observed mostly arrested or dead cells and rare clones expanding during and after the proliferative crisis. Instead, we observed dispersed proliferating cells of different proportions throughout the culture at all time points.

Taken together, we conclude that chronic cyclin E overproduction induces replication stress and DNA damage that accumulates over many cell divisions, ultimately inducing a transient proliferative crisis. During this crisis, individual cells may permanently arrest in either G1 or G2. G2-arrested cells can skip mitosis and persist in a G1/G0–like state with low CDK activity. A subset of cells continued to proliferate with altered CDK dynamics, establishing a new population that adapted to cyclin E overproduction.

### Transcriptome shifts in cell cycle–regulated genes during adaptation to cyclin E overproduction

Cells that adapted to cyclin E overproduction proliferated slightly faster than controls, yet had longer G1 phases and intermediate origin licensing compared to cells during the initial response to cyclin E. In the absence of cyclin E overproduction, cells maintained intermediate origin licensing through many cell divisions (Fig 3E). We hypothesized that adaptation might involve gene expression changes, so we performed RNA sequencing to identify such changes in three independent replicates from five time points: day 0 (“control” without induction), day 2 (“acute”), day ∼9–15 (“proliferative crisis”), or day ∼35 (“adapted”) after continuous cyclin E induction. 

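RPE1-hTERT is an established line of human retinal pigment epithelial cells immortalized with telomerase, and the cells sequenced here carry a CCNE1 cDNA under doxycycline control. The table analysed holds 15 RNA-seq libraries, 3 each from control, acute, proliferative crisis, adapted and recovery cells, the last grown on after doxycycline was removed from adapted cells. Induced cells received 20 ng/ml doxycycline. By the sample labels, acute cells had 2 d of doxycycline, crisis cells 15, 18 and 18 d, and adapted cells 39, 41 and 51 d. Recovery cells are labelled with 31, 42 and 46 d on doxycycline followed by 18, 46 and 17 d without it. The labelled days of crisis and adapted cells run past the days stated in the text, and the labels are used here only to name the groups. The authors quantified the reads with Kallisto on hg38 and compared groups with DESeq2, and their deposited table gives TPM for each gene. TPM keeps no record of sequencing depth, so the number of reads behind a value is unknown and no test on counts was run. In each library 26841 to 28725 genes had a TPM above 0. The 10196 genes with a mean of at least 5 TPM were tested on the scale of log2(TPM + 1), which understates the fold changes of genes near 0 TPM. Limma was fitted to all 15 libraries, and a gene was called at a Benjamini-Hochberg adjusted p under 0.01, the FDR that the paper uses. Gene groups were tested with camera at a preset correlation of 0.01, which called 48 of 174 tests of 29 lists in 6 comparisons. The 29 lists include the genes that the paper names and those printed in Fig 5F. These were drawn from the study of the same samples, so calls of them are not independent evidence. With an estimated correlation, camera called 0 of these 174 tests, with 16 at an unadjusted p under 0.05, while fry called 8 and fgsea 42. Camera sets a list against the other tested genes, and fry tests it against no change. The median log2 fold change of all tested genes against control was 0.06 in acute, 0.08 in crisis, 0.05 in adapted and 0.08 in recovery cells. The comparisons, thresholds, lists and alternatives, apart from those named as added later, were fixed before the data were examined, but after Table S1, Fig 5 and Fig S5 had been read. Libraries differed in how expression followed the GC content of genes. Spearman's rho across 10185 genes, between GC content and a library's deviation from the mean of the 15 libraries, was 0.69, 0.58 and −0.13 in the control libraries and −0.44, 0.04 and 0.52 in the acute ones. It was 0.43, 0.60 and −0.41 in crisis, −0.17, −0.30 and −0.55 in adapted, and −0.27, −0.45 and −0.47 in recovery libraries. Genes with higher GC content had lower log2 fold changes against control, with a rho of −0.52 in acute, −0.31 in crisis, −0.64 in adapted and −0.67 in recovery cells. Genes are not independent replicates, so no p is given for these values, and results that differ after a loess on GC content was removed from each library are given with that value.

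**Figure D1:**
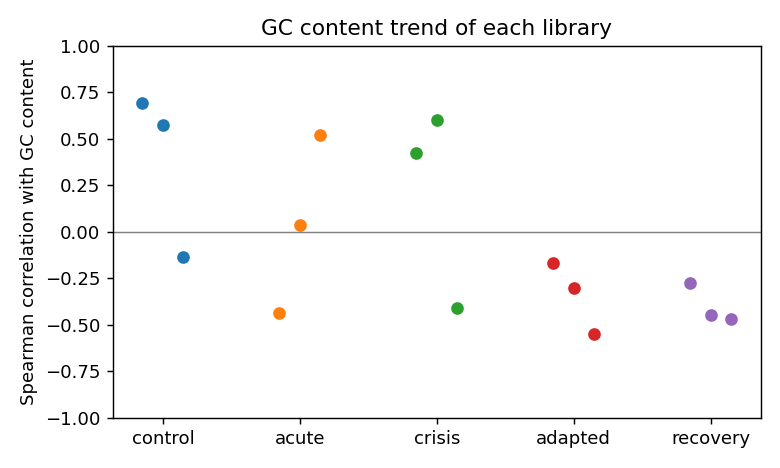
Spearman correlation across genes between GC content and the deviation of each library from the mean of all libraries, for the control, acute, proliferative crisis, adapted and recovery libraries. Points are libraries, on an axis from −1 to 1. The adapted and recovery libraries all lie below 0, and the other groups hold libraries on both sides of 0.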

Because adaptation dynamics varied among replicates, we collected RNA from cells when proliferation was slowest and when it had fully rebounded (see the Materials and Methods section). In addition, we withdrew doxycycline and allowed cells to proliferate for another 20 d (“recovery”).

We first examined *CCNE1* mRNA across time points and within replicate groups. 

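CCNE1 encodes cyclin E1, the activator of CDK2 that doxycycline induces in these cells. Its mRNA was 7.08 ± 0.80 TPM (SD, n = 3) in control cells, 151 ± 14.0 TPM (SD, n = 3) in acute cells and 38.9 ± 6.00 TPM (SD, n = 3) in proliferative crisis cells. Adapted cells held 42.8 ± 0.42 TPM (SD, n = 3) and recovery cells 5.65 ± 0.25 TPM (SD, n = 3). The coefficient of variation of CCNE1 among replicates was 11.4% in control, 9.26% in acute, 15.4% in crisis, 0.98% in adapted and 4.41% in recovery cells. For the median tested gene it was 10.0%, 9.60%, 9.66%, 8.39% and 9.08% in the same groups, so CCNE1 varied less than the median gene in acute, adapted and recovery cells and more in control and crisis cells. CCNE1 (ENSG00000105173.14) lies on the plus strand of chromosome 19 of hg38 from 29811991 to 29824312. The table has 1 entry for CCNE1, so mRNA from the transgene and from the endogenous gene is not separated.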

Although samples were collected independently from adaptations that were initiated weeks apart, the levels of *CCNE1* mRNA were very similar among replicates (Fig 5A). 

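Cyclin E1 mRNA rose in acute cells to 21.3-fold the control level by mean TPM. The acute libraries held 136 to 163 TPM of CCNE1 and the control libraries 6.27 to 7.88 TPM. This is a log2 fold change of 4.24 (SE 0.11, adjusted p = 1.44e-13 from limma). An exact permutation test of the 3 acute against the 3 control libraries gave p = 0.1 (2-sided), the smallest that this design allows. CCNE2, which encodes the related cyclin E2 from its own gene, was at 21.0 ± 2.12 TPM (SD, n = 3) in control and 15.0 ± 4.48 TPM (SD, n = 3) in acute cells. The log2 fold change of CCNE2 was −0.49 (SE 0.22, adjusted p = 0.541 from limma), which did not pass the test.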

After 2 d of acute induction, *CCNE1* mRNA abundance increased more than 20-fold, similar to the 10-fold induction of cyclin E protein in Fig 1A (compare lanes 7 and 11). 

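Cyclin E1 mRNA stayed above the control level in proliferative crisis cells, at 5.49-fold by mean TPM, and in adapted cells, at 6.04-fold. The log2 fold change of CCNE1 against control was 2.30 (SE 0.11, adjusted p = 3.05e-09 from limma) in crisis and 2.44 (SE 0.11, adjusted p = 1.13e-09) in adapted cells. Tested directly, CCNE1 fell between acute and adapted cells, with a log2 fold change of −1.79 (SE 0.11, adjusted p = 1.57e-07 from limma). The crisis libraries held 32.9 to 44.9 TPM of CCNE1 and the adapted libraries 42.6 to 43.3 TPM, all above every control library and below every acute library. Crisis cells were not tested against acute cells.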

*CCNE1* mRNA levels decreased during proliferative crisis and in adapted cells to an intermediate level that was still significantly higher than endogenous *CCNE1* (Fig 5A, C, and D). The mechanism of down-regulation was not loss of the tet repressor mRNA (not shown), but could be epigenetic partial silencing of the transgene, or changes in mRNA processing or stability. We presume this mRNA down-regulation after the acute phase is driving partial cyclin E protein down-regulation in Fig 3A (inset, lane 4) and Fig 4B. As expected, *CCNE1* mRNA returned to endogenous levels after doxycycline withdrawal (Fig 5A).

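The recovery libraries held 5.49 to 5.93 TPM of CCNE1, each below every control library. By mean TPM this was 0.797 of the control level, a log2 fold change of −0.28 (SE 0.11, adjusted p = 0.129 from limma), which did not pass the test. Between adapted and recovery cells, CCNE1 fell by 2.72 on the log2 scale (SE 0.11, adjusted p = 1.99e-10 from limma). HORMAD1, a protein of the meiotic chromosome axis, and the processed pseudogene AL356292.1 near it on chromosome 1 also fell between adapted and recovery cells. Their log2 fold changes were −3.08 (SE 0.32, adjusted p = 1.25e-04 from limma) and −3.00 (SE 0.23, adjusted p = 1.98e-06). These were the 3 genes called in this comparison, with 0 higher, and at an unadjusted p under 0.05 limma gave 508 genes higher and 210 lower.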

**Figure 5.**
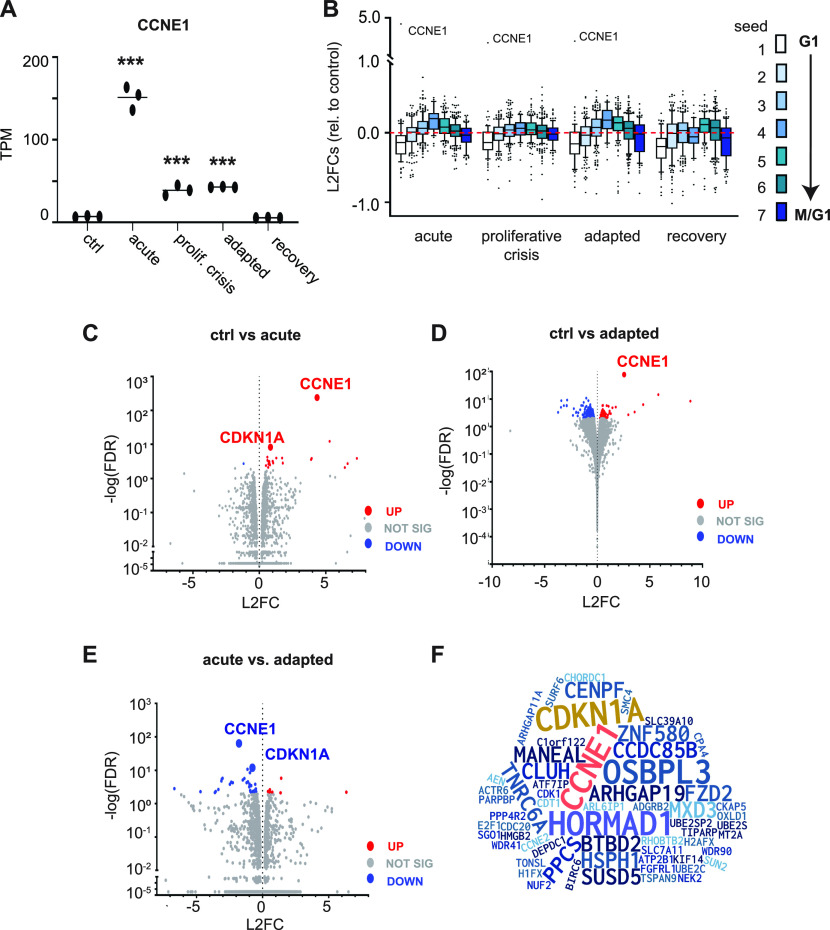
Transcriptome shifts in cell cycle-regulated genes during adaptation to cyclin E overproduction. **(A)** Cells were harvested for mRNA analysis at the indicated times during cyclin E overproduction (20 ng/ml) and 2 wk after doxycycline removal. Ctrl = no dox, acute = 2 d induction, proliferative crisis = 9–15 d induction at the point of lowest proliferation, adapted ≥ 30 d induction, and recovery = 2 wk after doxycycline was removed from adapted cells. *CCNE1* expression in transcripts per million (TPM) at each time point (n = 3 independent biological replicates). * indicates adjusted *P*-values of differential expressions compared with day 0 for *CCNE1* based on DESEQ. *P ≤ 0.05, **P ≤ 0.005, ***P ≤ 0.0005. **(B)** Log_2_ fold change (L2FC) relative to uninduced control (day 0) of *CCNE1* and the genes in seven periodic seed curves defined in Dominguez et al (2016). Seed 1 genes peak in G1 and seed 6 and 7 genes peak in M phase-M/G1 transition; box-plots mark the medians and interquartile ranges. **(C)** Volcano plot of all genes comparing control to day 2 after induction (acute); statistically significant genes determined by L2FC > 2 are red (up-regulated) and blue (down-regulated). Statistically insignificant genes (L2FC < 2) are gray. **(D)** As in (C) comparing control to adapted cells. **(E)** As in (C) and (D) comparing acute to adapted cells. **(F)** Word cloud of all statistically significant genes in any pairwise comparison; letter sizes correspond to the frequency of genes in all possible comparisons. See also Table S1.

Surprisingly, we detected relatively few significantly differentially expressed genes across time points (using a −log(false discovery rate) ≥ 2; 426 genes). 

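In acute cells 5 genes rose: CCNE1, CDKN1A, which encodes the CDK inhibitor p21, HORMAD1, AL356292.1 and the long noncoding RNA AC008440.2. All but CDKN1A also rose in proliferative crisis cells, 4 genes in all, and in adapted cells, where TRIML2, a member of the tripartite motif family, was the fifth. In recovery cells AC008440.2, ANKRD1, a nuclear ankyrin repeat protein induced by YAP, and GPNMB, a transmembrane glycoprotein, rose, and TEDC1, a centriole protein, fell. Between acute and adapted cells CCNE1 and CDKN1A fell. Over these 5 comparisons limma called 9 genes at an adjusted p under 0.01. HORMAD1 (ENSG00000143452.16, chromosome 1 from 150698060 to 150720895) was at 0.249 ± 0.146 TPM (SD, n = 3) in control, 8.81 ± 1.31 in acute, 11.3 ± 6.21 in crisis and 12.5 ± 5.64 TPM in adapted cells. Its log2 fold change was 2.97 in acute (SE 0.32, adjusted p = 2.09e-04 from limma), 3.19 in crisis (adjusted p = 7.59e-05) and 3.34 in adapted cells (adjusted p = 3.98e-05). AC008440.2 was listed at 0 TPM in the 3 control libraries and at 2.67 to 14.5 TPM in the other 12, but it lies antisense within MYADM, and the strand setting of the quantification is not given in the sources used here. TRIML2 was at 7.26 to 10.6 TPM in control and 18.2 to 21.0 TPM in adapted libraries, a log2 fold change of 1.04 (SE 0.13, adjusted p = 7.51e-04 from limma). In recovery cells the log2 fold change was 0.80 for ANKRD1 (SE 0.11, adjusted p = 0.00815 from limma), 0.69 for GPNMB (SE 0.10, adjusted p = 0.00852) and −0.98 for TEDC1 (SE 0.14, adjusted p = 0.00815). At an unadjusted p under 0.05, limma gave 767 genes higher and 170 lower in acute, 950 and 187 in crisis, 1165 and 919 in adapted, and 2011 and 905 in recovery cells. Between acute and adapted cells it gave 139 higher and 499 lower at that level. The balance of rises and falls moved with the scaling of the libraries. Adapted cells had 6 genes higher and 5 lower after the GC correction, 6 and 5 after rescaling by median-of-ratios factors, and 5 and 5 with 45S-like RNA left out, a setting chosen after seeing the data. Recovery cells had 1 higher and 0 lower after the GC correction or the rescaling and 1 and 2 without 45S-like RNA, and the GC correction gave 1 higher and 2 lower between acute and adapted cells. After it, ANKRD1 had an adjusted p of 0.0234, GPNMB 0.0381 and TEDC1 0.0516, from limma. The count in crisis was 3 without control 1, control 2, crisis 2 or crisis 3 and 7 without control 3, and the adapted count was 9 without control 3. The recovery count was 2 without control 1 and 1 without control 2, recovery 2 or recovery 3, and between acute and adapted cells it was 1 without acute 2, acute 3, adapted 1 or adapted 2. Over the 5 comparisons the count ran from 6, without control 2, acute 2, crisis 2, crisis 3, adapted 2 or recovery 2, to 14, without recovery 3. HORMAD1 lost its call in acute cells with a pseudocount of 5 (log2 fold change 1.39, adjusted p = 0.0221 from limma) and with no filter (0.0112). AC008440.2 lost its call with no filter in acute (0.0491), crisis (0.0515), adapted (0.0253) and recovery cells (0.0167), and with a pseudocount of 5 in acute (log2 fold change 1.36, adjusted p = 0.0730), crisis (1.34, adjusted p = 0.0725) and adapted cells (1.46, adjusted p = 0.0220). With the replicate block and GC correction it lost it in acute (adjusted p = 0.0143), crisis (0.0125) and recovery cells (0.0103). Of 12 other settings, 1 of them chosen after seeing the data, 8 ended the call of ANKRD1, 10 that of GPNMB and 7 that of TEDC1 (highest adjusted p = 0.0984). AC008440.2 lost its call in acute cells without any control library, acute 2 or acute 3 (highest adjusted p = 0.0220), in crisis without control 1, control 2, crisis 2 or crisis 3 (0.0231) and in adapted cells without adapted 2 (0.0120). ANKRD1 lost its call without any control library, recovery 2 or recovery 3, GPNMB without any 1 of the 6 libraries, and TEDC1 without control 1, control 2, recovery 2 or recovery 3, each with a highest adjusted p of 0.0641 from limma.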

Given the robust impact of *CCNE1* induction on cell cycle-associated phenotypes (Figs 1–3), we focused our analysis on previously defined cohorts of genes whose expression oscillates with the cell cycle (Dominguez et al, 2016). We assessed differentially expressed genes relative to controls for groups of genes assigned to seven periodic seed curves that peak progressively during the cell cycle. Seed 1 genes have peak expression in G1, seed 4 genes peak in G2 phase, and seeds 6 and 7 genes peak in M phase and the M/G1 transition, respectively. We plotted the log_2_ fold changes (induced versus non-induced) for each of the seven gene cohorts at each time point. 

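Most genes of G2 and M phase were higher in acute and adapted cells than in control cells, and genes that E2F induces at the G1/S transition ranked below the other tested genes in acute and crisis cells. Tested against no change, neither list passed, with an adjusted p from fry of 0.105 in acute and 0.170 in adapted cells for G2/M and 0.880 in acute and 0.930 in crisis cells for G1/S genes. Of 53 tested G2/M genes, 52 had a higher mean in acute cells, with a median log2 fold change of 0.28 (adjusted p = 2.08e-12 from camera; adjusted p = 0.655 with an estimated correlation). In adapted cells 47 of the 53 were higher, with a median of 0.24 (adjusted p = 1.21e-06 from camera; adjusted p = 0.766 with an estimated correlation). In crisis cells the median was 0.12 (adjusted p = 0.296 from camera), which did not pass the test. It was 0.02 after the GC correction, 0.04 after rescaling and 0.06 without crisis 3, and with no filter the list passed (0.12, adjusted p = 0.00895). Over all genes limma called 0 of the G2/M genes in each comparison, with 31 higher and 0 lower at an unadjusted p under 0.05 in acute, 6 and 0 in crisis and 23 and 0 in adapted cells. Adjusted over the list alone, 2 rose in acute and 3 in adapted cells. NEK2, a kinase of centrosome separation, had a log2 fold change of 0.51 in acute (SE 0.10, adjusted p = 0.0894 from limma) and 0.47 in adapted cells (SE 0.10, adjusted p = 0.0478). CENPF, a kinetochore protein, had 0.53 in acute (SE 0.11, adjusted p = 0.112 from limma) and 0.51 in adapted cells (SE 0.11, adjusted p = 0.0534). Of 53 tested G1/S genes, 29 were lower in acute cells, with a median of −0.04 (adjusted p = 4.30e-04 from camera; adjusted p = 0.766 with an estimated correlation). In crisis cells 31 were lower, with a median of −0.02 (adjusted p = 5.79e-04 from camera, and 0.766 with an estimated correlation). In adapted cells the median was −0.03 (adjusted p = 0.120 from camera) and −0.08 after the GC correction. Leaving out 1 library it ran from −0.07 to 0.01, the highest without adapted 3. Limma called 0 G1/S genes over all genes in these comparisons, with 2 higher and 7 lower at an unadjusted p under 0.05 in acute, 1 and 4 in crisis and 1 and 6 in adapted cells. Adjusted over the list alone, MXD3, a partner of MAX, fell in adapted cells, with a log2 fold change of −0.76 (SE 0.15, adjusted p = 0.0336 from limma over all genes), and 0 changed in acute or crisis cells. UNG, which removes uracil from DNA, had −0.36 in acute cells (SE 0.12, adjusted p = 0.398 from limma), while the repair gene BRCA1 had 0.51 (SE 0.11, adjusted p = 0.112). After the GC correction the G1/S median was −0.10 in acute and −0.11 in crisis cells, and the G2/M median was 0.17 in acute and 0.15 in adapted cells. The 2 lists hold mRNAs of those phases and are not the seed lists of the study, which were not used here. Seed 1 of the study peaks in G1, so the G1/S list does not stand for it. In acute cells the G1/S median was −0.06 without control 1 and −0.02 without control 2, and the call ended without control 3 (median −0.02, adjusted p = 0.0219 from camera). In crisis cells it ended with no filter (adjusted p = 0.0440 from camera), with fgsea (0.0696), without control 3 (median −0.00, adjusted p = 0.0163) and without crisis 1 (−0.02, adjusted p = 0.0145), and the median was −0.08 without control 1, −0.03 without crisis 2 and −0.05 without crisis 3.

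**Figure D2:**
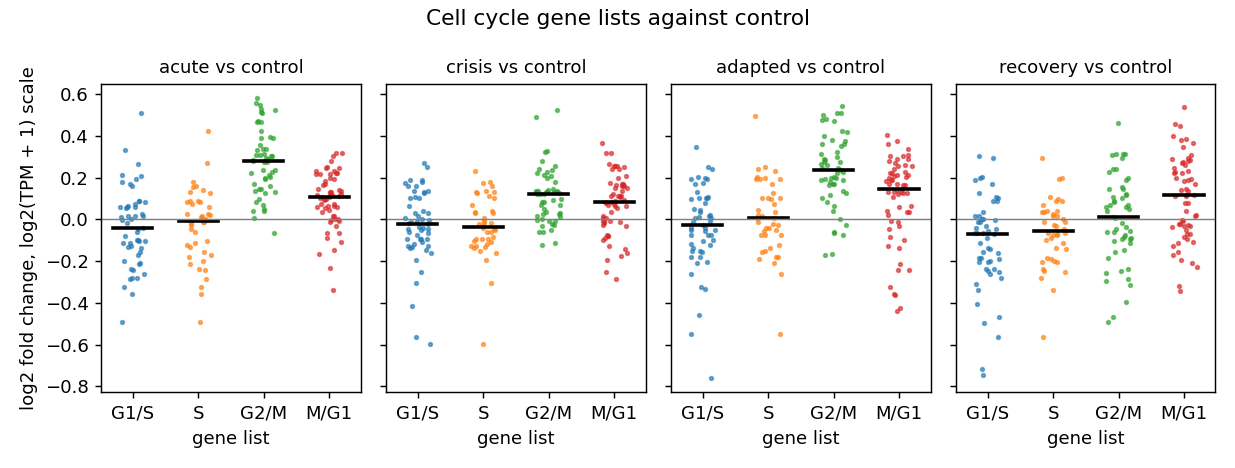
Log2 fold changes against control of the genes of the G1/S, S, G2/M and M/G1 lists in acute, proliferative crisis, adapted and recovery cells. Points are genes and bars are list medians. Most G2/M genes lie above 0 in acute and adapted cells, and the G1/S genes lie on both sides of 0.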

We noted that the G1 cohort (seed 1, white) was clearly down-regulated in cyclin E–overproducing cells with a corresponding increase in seed 4 (G2) genes (Fig 5B). 

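After doxycycline was withdrawn, genes of the G1/S transition ranked below the other tested genes against control, and most genes of G2 and M phase were lower than in adapted cells. Tested against no change, neither passed, with an adjusted p from fry of 0.396 for G1/S genes against control, 0.605 for G1/S genes against adapted cells and 0.170 for G2/M genes against adapted cells. Of the 53 G1/S genes, 37 were lower in recovery than in control cells, with a median log2 fold change of −0.07 (adjusted p = 2.14e-05 from camera; adjusted p = 0.766 with an estimated correlation). Adjusted over the list alone, 3 fell: MXD3, the replicative helicase subunit MCM5 and the licensing factor CDT1. Over all genes limma called 0, with 2 higher and 12 lower at an unadjusted p under 0.05. MXD3 had a log2 fold change of −0.75 (SE 0.15, adjusted p = 0.0336 from limma), and E2F1, the transcription factor of this list, −0.50 (SE 0.12, adjusted p = 0.0547) and −0.29 after the GC correction (adjusted p = 0.194). Against adapted cells the G1/S median was −0.09 (adjusted p = 1.87e-05 from camera; adjusted p = 0.766 with an estimated correlation). The G2/M median against adapted cells was −0.23, with 51 of 53 genes lower (adjusted p = 1.77e-21 from camera; adjusted p = 0.446 with an estimated correlation). Of these G2/M genes limma called 0 over all genes and 0 adjusted over the list alone, with 17 lower and 0 higher at an unadjusted p under 0.05. UBE2C, a ubiquitin-conjugating enzyme of mitotic exit, had a log2 fold change of −0.50 (SE 0.12, adjusted p = 0.244 from limma), and CDC20, which activates the anaphase-promoting complex, −0.49 (SE 0.13, adjusted p = 0.303). Against control the G2/M median in recovery cells was 0.01 (adjusted p = 0.204 from camera), and it was −0.13 after the GC correction (adjusted p = 6.03e-04) and −0.06 without recovery 1 (adjusted p = 0.00422), but 0.14 without recovery 3 (adjusted p = 0.110). After the GC correction the G1/S median against control was −0.22. Without recovery 3 it was −0.01 against control (adjusted p = 0.0447 from camera) and −0.01 against adapted cells (adjusted p = 0.587), and the G2/M median against adapted cells was −0.12. The G1/S median against control was −0.13 without control 1 or recovery 1 and −0.12 without recovery 2. Against adapted cells it was −0.04 without adapted 2, −0.14 without adapted 3 and −0.15 without recovery 1.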

Expression of seed 1 genes remained low even after dox withdrawal. These shifts in expression, particularly for G1-expressed genes, may reflect cell cycle phase length changes, may be the driving cause of those changes, or both.

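Between acute and adapted cells, the cell cycle lists moved little when tested directly. The median log2 fold change of the 53 G2/M genes was −0.04 (adjusted p = 0.728 from camera), and −0.10 to 0.06 leaving out 1 library. Limma called 0 of them, with 0 higher and 1 lower at an unadjusted p under 0.05. For the G1/S genes the median was 0.03 and the mean −0.00, which differ in sign (adjusted p = 0.211 from camera). The S phase genes had a median of 0.04 (adjusted p = 0.00990 from camera; adjusted p = 0.792 with an estimated correlation). That call ended in 11 of 15 other settings, 1 of the 15 chosen after seeing the data, among them the GC correction (adjusted p = 0.0666), rescaling (0.0106), no filter (0.0457) and fry (0.838), and without acute 1 (0.119), acute 3 (0.0369), adapted 1 (0.0601) or adapted 2 (0.0388), and its median was 0.00 without adapted 2 and 0.08 without adapted 3. Without acute 1 the other medians changed sign, to 0.06 for G2/M and −0.02 for G1/S genes. In the paper G1 genes were lower and G2 genes higher in induced cells, and the G1 genes stayed low after withdrawal. From these shifts it proposes that transcription may follow the altered lengths of the phases, may set them, or may do both.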

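p21, the CDK inhibitor encoded by CDKN1A, is induced by p53. Its mRNA was 78.0 ± 6.70 TPM (SD, n = 3) in control cells and 147 ± 14.1 TPM (SD, n = 3) in acute cells, 1.89-fold the control level, with every acute library above every control library. The log2 fold change was 0.91 (SE 0.10, adjusted p = 2.09e-04 from limma). Adapted cells held 84.2 ± 2.42 TPM (SD, n = 3), 0.573 of the acute level. Between acute and adapted cells CDKN1A fell, with a log2 fold change of −0.79 (SE 0.10, adjusted p = 0.00258 from limma). CDKN1A (ENSG00000124762.13) lies on chromosome 6 of hg38 from 36676460 to 36687337. Exact permutation tests gave p = 0.1 for acute against control and for adapted against acute cells, the smallest that 3 against 3 libraries allow (2-sided). The call between acute and adapted cells ended without acute 2 (adjusted p = 0.0107 from limma), acute 3 (0.0289), adapted 1 (0.0254), adapted 2 (0.0169) or adapted 3 (0.0199), and with all detected genes tested (0.0195).

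**Figure D3:**
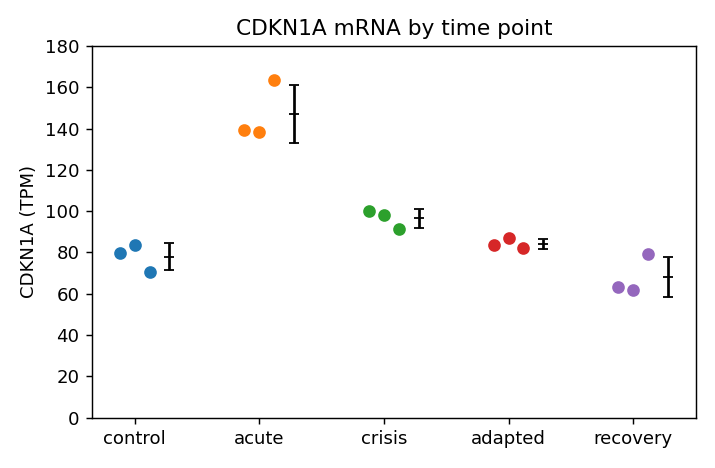
CDKN1A mRNA in TPM in control, acute, proliferative crisis, adapted and recovery cells. Points are libraries, and the bars beside them are means with the SD of 3 libraries. The acute libraries lie above those of every other group.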

The *CDKN1A* gene encoding the CDK inhibitor p21 was among the few genes whose expression significantly changed comparing control to day 2 (acute overproduction, Fig 5C), and comparing day 2 to day 35 (acute versus adapted cells, Fig 5E). 

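Targets of p53 rose as a group in acute cells and were lower in adapted than in acute cells. Of 39 tested p53 targets, 37 were higher in acute than in control cells, with a median log2 fold change of 0.32 (adjusted p = 7.04e-14 from camera; adjusted p = 0.101 with an estimated correlation). CDKN1A was the 1 target called over all genes by limma, and 12 rose when adjusted over the list alone. EDA2R, a receptor of the TNF receptor family, had a log2 fold change of 0.71 (SE 0.13, adjusted p = 0.0402 from limma). FDXR, which encodes ferredoxin reductase, had 0.58 (SE 0.11, adjusted p = 0.0894), and the death receptor FAS had 0.75 (SE 0.15, adjusted p = 0.0914). In proliferative crisis cells CDKN1A was at 96.5 ± 4.64 TPM (SD, n = 3). Its log2 fold change there was 0.31 (SE 0.10, adjusted p = 0.286 from limma), which did not pass the test, although every crisis library lay above every control library. The p53 targets in crisis cells had a median of 0.14, with 33 of 39 higher (adjusted p = 0.0439 from camera; adjusted p = 0.766 with an estimated correlation), which did not pass the threshold. It was 0.06 after rescaling and 0.08 after the GC correction, and the list passed with no filter (0.12, adjusted p = 0.00148) and with the replicate block and GC correction (0.08, adjusted p = 0.00685). Limma called 0 of them over all genes and 0 adjusted over the list alone, with 9 higher and 0 lower at an unadjusted p under 0.05. Between acute and adapted cells the median was −0.19, with 34 of 39 lower (adjusted p = 4.80e-09 from camera; adjusted p = 0.205 with an estimated correlation). The adjusted p from fry was 0.00234 in acute against control and 0.0312 in adapted against acute cells. CDKN1A was again the 1 target called, and CDKN1A and FDXR fell when adjusted over the list alone. FDXR had a log2 fold change of −0.71 (SE 0.11, adjusted p = 0.0348 from limma over all genes).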

Elevated *CDKN1A* mRNA is consistent with the elevated 53BP1 nuclear bodies and p21 protein levels during both the acute response and proliferative crisis when markers of replication stress were highest (Fig 4A and B).

To investigate potential operant pathways in cells adapting to cyclin E overproduction, we performed Gene Set Enrichment Analysis with our transcriptome data. Acute cyclin E overproduction caused down-regulation of several signaling pathways with the pathways for early and late estrogen response predominant as down-regulated pathways during proliferative crisis and adaptation (Fig S5A). 

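Genes that NF-kB induces after TNF or IL-1, which encode cytokines and regulators of inflammation, ranked below the other tested genes in acute, crisis and adapted cells, and genes of the estrogen response did not pass the test in any of these groups. Of 28 tested NF-kB genes, 23 were lower in acute cells, with a median log2 fold change of −0.12 (adjusted p = 2.40e-06 from camera; adjusted p = 0.661 with an estimated correlation). In crisis cells 25 were lower, with a median of −0.33 (adjusted p = 3.47e-18 from camera; adjusted p = 0.205 with an estimated correlation). In adapted cells 27 were lower, with a median of −0.60 (adjusted p = 5.73e-17 from camera; adjusted p = 0.205 with an estimated correlation). Over all genes limma called 0 of the NF-kB genes, with 0 higher and 2 lower at an unadjusted p under 0.05 in acute, 0 and 14 in crisis and 0 and 21 in adapted cells. Adjusted over the list alone, 0 changed in acute, 1 fell in crisis and 15 in adapted cells. Tested against no change, the NF-kB list had an adjusted p from fry of 0.605 in acute, 0.113 in crisis and 0.0178 in adapted cells. The chemokine gene CXCL3 had a log2 fold change of −1.11 in crisis cells (SE 0.21, adjusted p = 0.0540 from limma), and TNFAIP3, an inhibitor of NF-kB, had −0.85 (SE 0.21, adjusted p = 0.175). Of 129 tested genes of the early or late estrogen response, 68 were higher and 61 lower in acute cells, with a median of 0.01 (adjusted p = 0.0594 from camera). In crisis cells 89 were higher and 40 lower, with a median of 0.08 (adjusted p = 0.922 from camera), where the median of all tested genes was also 0.08, and after rescaling the list median was −0.00. In adapted cells 54 were higher and 75 lower, with a median of −0.05 (adjusted p = 0.0262 from camera; adjusted p = 0.766 with an estimated correlation). Limma called 0 estrogen response genes over all genes and 0 adjusted over the list alone. At an unadjusted p under 0.05, 5 were higher and 4 lower in acute, 13 and 4 in crisis, and 11 and 18 in adapted cells. In adapted cells SEC14L2, a lipid-binding protein, had a log2 fold change of −0.45 (SE 0.09, adjusted p = 0.0407 from limma), and TST, a mitochondrial sulfurtransferase, −0.56 (SE 0.12, adjusted p = 0.0421). After rescaling the estrogen median was −0.05 in acute and −0.10 in adapted cells, and it was −0.03 in adapted cells without adapted 1. Interferon-induced genes had a median of −0.01 in acute cells (adjusted p = 0.0196 from camera; adjusted p = 0.766 with an estimated correlation) and −0.09 after the GC correction (adjusted p = 0.00655). They passed the threshold also without control 2 (−0.06, adjusted p = 0.00351) and without acute 1 (−0.06, adjusted p = 0.00124), but without acute 2 the sign turned (0.03, adjusted p = 0.124), and without control 1 the median was −0.01 (adjusted p = 0.128). With all detected genes tested, the estrogen list in adapted cells passed the threshold (median −0.04, adjusted p = 0.00895 from camera). The NF-kB call in acute cells ended without control 1 (median −0.03, adjusted p = 0.0259 from camera), and the median was −0.18 without control 2, −0.20 without acute 1 and −0.06 without acute 2.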

We found few statistically significant up-regulated pathways (Fig S5B), and few statistically significant individual genes were up-regulated between control and proliferative crisis cells (Fig S5C). However, when we compared all genes at the beginning (control) and end of the adaptation, we found that selected genes involved in origin licensing (*MCM5* and *CDT1*) were down-regulated and DNA damage genes were either up-regulated (*ATM*) or down-regulated (*H2AFX*), although these individual gene changes fell short of our criteria for statistical significance (Fig S5D). 

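In proliferative crisis cells, 2 lists ranked above the other tested genes against control: targets of YAP and SRF with genes of the contractile cytoskeleton, and genes of cholesterol synthesis. Of 27 tested YAP and SRF targets, 24 were higher, with a median log2 fold change of 0.23 (adjusted p = 8.65e-06 from camera; adjusted p = 0.618 with an estimated correlation). Over all genes limma called 0 of them, with 11 higher and 0 lower at an unadjusted p under 0.05, and 4 rose when adjusted over the list alone. ACTA2, which encodes smooth muscle actin, had a log2 fold change of 0.96 (SE 0.15, adjusted p = 0.0137 from limma), and TPM4, a tropomyosin, 0.30 (SE 0.07, adjusted p = 0.147). Of 23 tested genes of cholesterol synthesis, 21 were higher, with a median of 0.17 (adjusted p = 0.00256 from camera; adjusted p = 0.642 with an estimated correlation). Limma called 0 of them over all genes and 0 adjusted over the list alone, with 9 higher and 0 lower at an unadjusted p under 0.05. SREBF2, the transcription factor of this pathway, had a log2 fold change of 0.42 (SE 0.10, adjusted p = 0.182 from limma), and FDFT1, which makes squalene, 0.26 (SE 0.09, adjusted p = 0.325). Tested against no change, both lists had an adjusted p of 0.0435 from fry. After rescaling the medians were 0.14 for YAP and SRF targets and 0.09 for cholesterol genes. The cholesterol call ended with fgsea (adjusted p = 0.0101), without control 3 (adjusted p = 0.0371 from camera), crisis 1 (0.0216) or crisis 2 (0.0275). Over the 29 lists camera called 3 higher and 5 lower in acute, 2 and 3 in crisis, 1 and 3 in adapted, and 1 and 6 in recovery cells. Among the 6 in recovery cells are the genes that the paper names and those printed in Fig 5F. Both lists were drawn from the study of these samples, so their calls are not independent evidence.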

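MCM5, a subunit of the replicative helicase, and CDT1, which loads it at origins, had lower mRNA in recovery than in control cells, but neither passed the test. MCM5 (ENSG00000100297.16, chromosome 22 from 35400134 to 35425431) was at 102 ± 15.9 TPM (SD, n = 3) in control and 68.8 ± 10.3 TPM (SD, n = 3) in recovery cells, a log2 fold change of −0.56 (SE 0.12, adjusted p = 0.0403 from limma). CDT1 (ENSG00000167513.9, chromosome 16 from 88803789 to 88809258) was at 17.4 ± 2.65 and 10.2 ± 2.12 TPM, a log2 fold change of −0.72 (SE 0.16, adjusted p = 0.0403 from limma). ATM, a kinase that signals DNA breaks, was at 21.0 ± 0.904 and 32.4 ± 4.11 TPM (ENSG00000149311.18, chromosome 11 from 108223044 to 108369102). Its log2 fold change was 0.59 (SE 0.13, adjusted p = 0.0440 from limma). H2AFX, which encodes the histone variant H2AX that ATM phosphorylates, was at 114 ± 18.6 and 67.4 ± 13.6 TPM (ENSG00000188486.3, chromosome 11 from 119093874 to 119095465). Its log2 fold change was −0.75 (SE 0.16, adjusted p = 0.0345 from limma). For each of the 4 genes the control and recovery libraries did not overlap, as for 2946 of the 10196 tested genes in this comparison. Of 14 tested licensing genes, 9 were lower, with a median log2 fold change of −0.10 (adjusted p = 0.0245 from camera; adjusted p = 0.766 with an estimated correlation). Limma called 0 of them over all genes, with 1 higher and 4 lower at an unadjusted p under 0.05, and MCM5 and CDT1 fell when adjusted over the list alone. MCM2, another helicase subunit, had −0.41 (SE 0.13, adjusted p = 0.0875 from limma), and ORC4, of the origin recognition complex, had 0.42 (SE 0.12, adjusted p = 0.0738). Of 47 tested genes of DNA repair and checkpoints, 32 were higher, with a median of 0.09 (adjusted p = 0.945 from camera), which was 0.02 after rescaling and −0.05 after the GC correction (adjusted p = 0.192), and 0.05 to 0.14 leaving out 1 library. Of these repair genes limma called 0 over all genes, with 8 higher and 3 lower at an unadjusted p under 0.05, and adjusted over the list alone 1 rose and 2 fell. TONSL, which acts at stalled forks, had −0.59 (SE 0.14, adjusted p = 0.0499 from limma), and PALB2, a partner of BRCA2, 0.39 (SE 0.14, adjusted p = 0.101). After the GC correction the log2 fold changes were −0.46 for MCM5 (adjusted p = 0.0531 from limma), −0.46 for CDT1 (0.0853), 0.36 for ATM (0.163) and −0.43 for H2AFX (0.0781). The GC content is 57.0% for MCM5, 64.3% for CDT1, 39.4% for ATM and 66.8% for H2AFX. The licensing list passed the threshold after the GC correction (median −0.17, adjusted p = 5.74e-04 from camera), without control 1 (−0.17, adjusted p = 0.00484) and without recovery 1 (−0.14, adjusted p = 0.00345), but its median was −0.03 without control 3 (adjusted p = 0.104) and −0.02 without recovery 3 (adjusted p = 0.248).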

Last, to better visualize the impact on cell cycle genes over the course of adaptation we constructed a word cloud of statistically significant changed genes in any pairwise comparison (Fig 5F); all significant gene expression changes relative to controls are provided in Table S1.

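Of the 61 genes printed in Fig 5F, 60 were tested, and limma called 3 of these in acute, 2 in crisis and 2 in adapted cells over all genes, each higher than in control cells. Of these genes 0 were called in recovery cells, where 15 were higher and 25 lower at an unadjusted p under 0.05, and 2 fell between acute and adapted cells. Adjusted over the list alone, 9 rose in acute, 4 rose in crisis, 19 rose and 14 fell in adapted, and 9 rose and 18 fell in recovery cells. The study chose this list on these samples, so these counts are not independent evidence. PPCS, an enzyme of coenzyme A synthesis, had a log2 fold change of −0.77 in adapted (SE 0.14, adjusted p = 0.0254 from limma) and −0.69 in recovery cells (SE 0.14, adjusted p = 0.0336). BIRC6, an inhibitor of apoptosis, had 0.62 in recovery cells (SE 0.12, adjusted p = 0.0336 from limma), and PPP4R2, a regulatory subunit of protein phosphatase 4, 0.56 (SE 0.11, adjusted p = 0.0336).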

**Figure S5.**
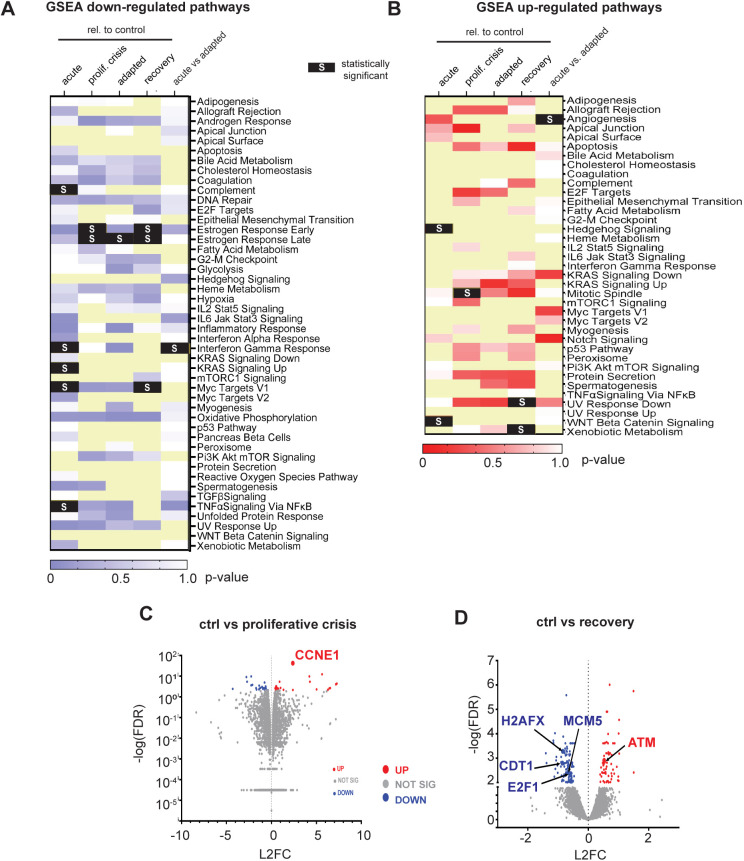
Individual gene and pathway changes during adaptation to cyclin E overproduction. **(A)** Heat map of down-regulated pathways in the indicated pairwise comparisons using Gene Set Enrichment Analysis shaded by *P*-value. Statistically significant pathway changes defined by nominal *P*-value score <0.05 are black with an “S” (light yellow boxes indicate no data). **(B)** Heat map of up-regulated pathways in the indicated pairwise comparisons using Gene Set Enrichment Analysis shaded by *P*-value. Statistically significant pathway changes are highlighted (black) with an “S” (light yellow boxes indicate no data). **(C)** Volcano plot of all detected mRNAs comparing control versus proliferative crisis (day 0 versus ∼days 9–12 after induction); statistically significant up-regulated (red) or down-regulated genes (blue). Gene expression changes below the threshold for significance are gray. **(D)** As in (C) comparing control with recovered cells after doxycycline withdrawal; selected origin licensing and DNA damage response genes are highlighted. See also Table S1.

Table S1 Statistically significant up- and down-regulated genes.

### Parallel replication stress in breast cancers with high *CCNE1* expression

We next assessed *CCNE1* expression in human breast tumors (TCGA). As expected, *CCNE1* mRNA correlates with *CCNE1* copy number changes, and tumors harboring *CCNE1* amplifications expressed ∼20-fold higher *CCNE1* mRNA than diploid tumors (Fig 6A, see the Materials and Methods section). This level of *CCNE1* overexpression in primary tumor samples is similar to the fold-induction of *CCNE1* in Fig 1. Moreover, associated DNA damage response markers (i.e., phospho-CHK1), also correlated with *CCNE1* expression in the TCGA database (Fig 6B) and in another analysis of human biopsies (Guerrero Llobet et al, 2020), consistent with elevated cyclin E–induced replication stress. We are thus confident that we recapitulated some of the consequences of cyclin E overproduction that are visible in human tumors. This experimental approach can shed light on both the early stress induced by oncogene expression and the changes that arise to accommodate that stress.

**Figure 6.**
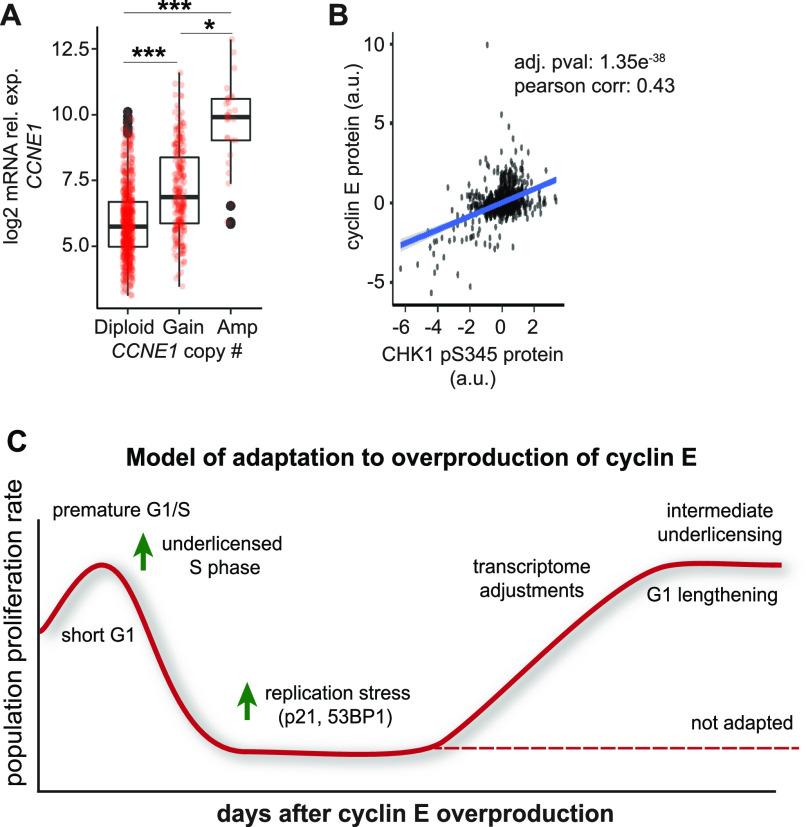
Cyclin E overproduction in RPE1-hTERT cells is representative of cyclin E–overexpressing breast cancers. **(A)** *CCNE1* expression relative to gene copy change in The Cancer Genome Atlas (TCGA) breast tumors. Number of cases in TCGA for *CCNE1*: Diploid (601), Gain (232); Amplification (29) *P ≤ 0.05, ***P ≤ 0.0005. **(B)** Phospho-CHK1 relative to cyclin E protein in human breast tumors from the TCGA database. **(C)** Model for adaptation to cyclin E overproduction: Initially a short G1 leaves insufficient time for origin licensing. These cells experience replication stress, DNA damage, and slow or arrested proliferation. With continued cyclin E overproduction, a subset of cells eventually adapt, lengthen their G1, and proliferate with perturbed cell cycle gene expression.

## Discussion

Cyclin genes are frequently overexpressed in human cancers either from copy number changes or loss of normal upstream signaling control (Donnellan & Chetty, 1999; Chu et al, 2021). The effects of cyclin overproduction on proliferation and genome stability are difficult to dissect in fully developed cancer cells because the cyclin changes are combined with many genetic and epigenetic changes that activate growth signaling, inhibit apoptosis, and impair checkpoints (Hanahan & Weinberg, 2011). We analyzed cells throughout adaptation for changes in cell cycle phase length, markers of replication stress, and CDK activity using a variety of single-cell methods. This approach differs from comparing starting cell populations with resistant or fully adapted populations.

To isolate individual effects of G1–S cyclin overproduction from other changes, we produced each cyclin under inducible control in non-transformed epithelial cells. Cyclin D1 overproduction induced slightly faster proliferation and shorter G1 phases but did not cause a proliferative crisis as cyclin E overproduction did. Cyclin E induced a much shorter G1 phase than either cyclin D or cyclin A. There may be a minimum G1 length below which cells cannot proliferate well. Cyclin E overproduction triggered premature S phase entry, in part, because unlike cyclin D, direct cyclin E/CDK2 substrates include those required for origin firing (Boos et al, 2011; Kumagai et al, 2011; Siddiqui et al, 2013). Cyclin D overproduction may simply mimic growth factor signaling but only indirectly induce S phase entry. Cyclin A does not appear to be rate-limiting for S phase entry in these cells/under these conditions, perhaps because of degradation by APC/C in G1 (Geley et al, 2001).

We propose that a major contributor to chronic replication stress in cyclin E–overproducing cells is insufficient origin licensing. We acknowledge that other mechanisms may also contribute to cyclin E–induced replication stress. For example, premature S phase can also induce replication-transcription collisions by allowing intragenic origins to fire that normally would not (Macheret & Halazonetis, 2018). Previous studies have also documented the genotoxic effects of cyclin E overproduction, but did not explore origin licensing as a contributor (Spruck et al, 1999a; Minella et al, 2002). Others have also observed less MCM loading in cyclin E–overproducing cells but did not examine long-term proliferation effects and suggested direct CDK-mediated MCM loading inhibition as a mechanism (Ekholm-Reed et al, 2004; Matson et al, 2017). The direct inhibition paradigm was first established in budding and fission yeast studies where MCM loading proteins are inhibited by CDK-mediated phosphorylation (Nguyen et al, 2001; Diffley, 2004). In mammalian cells MCM loading proteins are also inhibited during S phase to prevent inappropriate re-licensing, but these inhibitory mechanisms may be attributable to cyclin A more than cyclin E. For example, CDT1 is degraded by the SCF^SKP2^ E3 ubiquitin ligase after phosphorylation, but CDT1 only binds cyclin A and not cyclin E (Zhou et al, 2020). Cyclin E is also not required for CDT1 degradation during replication in *Xenopus laevis* extracts (Arias & Walter, 2005). Similarly, the largest subunit of ORC, ORC1, is degraded in the S phase but is a much better substrate for cyclin A/CDK2 than it is for cyclin E/CDK2 (Méndez et al, 2002). Human CDC6 is translocated to the cytoplasm during S phase after phosphorylation mediated by cyclin A, but not by phosphorylation at the cyclin E–dependent site at serine 54 (Petersen et al, 1999; Yim et al, 2013). Importantly, cyclin E *activates* rather than inhibits mammalian CDC6 because phosphorylation at serine 54 stabilizes CDC6 during late G1 phase (Mailand & Diffley, 2005). We assert that unlike yeast CDKs that directly *inhibit* MCM loading proteins, mammalian cyclin E is not a strong *direct* inhibitor of origin licensing, and that MCM loading factor inactivation is largely dependent on other CDKs.

Cyclin E/CDK2 activity rises in late G1 phase at the time that origin licensing is most active (Mailand & Diffley, 2005). It would be counterproductive for cyclin E to block origin licensing in G1. Cyclin A, however, is only expressed once S phase begins. The strong underlicensing we demonstrate in cyclin E–overproducing cells is more likely attributable to the *indirect* effects of premature S phase onset. Activating DNA replication triggers CDT1 degradation once PCNA is loaded at replication forks and recruits the CRL4^CDT2^ E3 ubiquitin ligase (Arias & Walter, 2006; Hu & Xiong, 2006; Senga et al, 2006). Because MCM loading requires CDT1 (Maiorano et al, 2000), early S phase onset from cyclin E overproduction stops further MCM loading. This degree of underlicensing causes accumulating replication stress that induces the proliferative crisis. Of note, cyclin A overproduction had minimal effects on G1 length (Fig 1C) and induced modest underlicensing (Figs 2D and S1F). This limited inhibition could reflect direct MCM loading factor inhibition in G1 by cyclin A–mediated phosphorylation. It is possible that at high levels, cyclin E may inactivate MCM loading proteins directly, contributing to the moderate underlicensing in adapted cells. One prior study identified a CDK2 phosphorylation site in MCM7 phosphorylated by both cyclin E and A in vitro that may interfere with MCM2-7 complex formation and chromatin loading (Wei et al, 2013). Together, our data furthers defines the relationship between CDK activity and licensing in mammals and the importance of G1 length to avoid replication stress.

Remarkably, adaptation to high cyclin E was not just a reversal of the overproduction itself. Adapted cells still overproduced cyclin E, and CDK kinase activity stayed elevated relative to the starting population. If a major cause of the replication stress was underlicensing due to truncating G1, then the longer G1 phases that developed in adapted cells likely provided enough time for adequate origin licensing. Indeed, adapted cells were substantially less underlicensed than cells experiencing acute cyclin E overproduction. These observations are consistent with high cyclin E–expressing cancer cell lines proliferating well (Ekholm-Reed et al, 2004; Asghar et al, 2017; Geng et al, 2018).

The mechanism(s) by which G1 lengthened may include down-regulating the cohort of G1-induced genes, possibly by deactivating one or more components of the upstream signaling and regulatory systems that induce these genes. Notably, the estrogen response pathway was significantly down-regulated in adapted cells. Future proteomic studies will shed additional light on these adaptation mechanism(s). Interestingly, not all cells with short G1 phases are underlicensed. A hallmark of pluripotency is a very short G1, and we previously demonstrated that pluripotent stem cells license origins rapidly to achieve high MCM loading (Matson et al, 2017).

Overall increased p21 protein levels in fully adapted cells (Fig 4B) may also have promoted G1 lengthening. Despite cyclin E–associated kinase activity remaining elevated (measured via immunoprecipitation from asynchronous populations) (Fig 3C), the dynamics of CDK activation in individual cells was clearly perturbed and appeared more delayed (Fig 4E). Induction of DNA damage and replication stress markers (53BP1 and p21) likely contributed to the proliferative crisis, and their down-regulation contributed to eventual adaptation. It is not surprising that p21 levels were induced in cells experiencing high replication stress and proliferative crisis because of its involvement in DNA damage responses (El-Deiry et al, 1993; Macleod et al, 1995).

Adaptation is typically associated with selection for genetic changes. Previous studies of transient cyclin E overproduction documented genomic deletions in individual cells (Teixeira et al, 2015). Cells chronically overproducing cyclin E did not appear to adapt by the expansion of rare mutant clones, but rather by non-genetic perturbations. We cite three observations in support of this interpretation. First, we routinely inspected cultures during adaptation and found proliferating cells at all time points without widespread arrest. Second, cultures consistently overcame proliferative crisis within two to 3 wk regardless of the starting population size. Third, adapted cells had intermediate origin underlicensing and gradually returned to normal licensing over a period of weeks without cyclin E overproduction. A mutation would not revert in the absence of any evidence for selective pressure. We acknowledge that contributions from mutations cannot be completely ruled out, particularly as cells return to proliferation from crisis. We speculate that the primary adaptation mechanism is epigenetic, signaling rewiring, post-transcriptional/translational adjustments or some mosaic combination of these or other non-genetic changes.

In conclusion, our unique study characterizes the process of adaptation to cyclin E overproduction at single-cell resolution. Adaptation was consistently rapid, resulting in cells with altered growth and replication phenotypes. Our model for adaptation to cyclin E overproduction is that high cyclin E/CDK2 activity causes a short G1, underlicensing, and accumulating replication stress coupled with DNA damage (Fig 6C). This stress triggers slowed proliferation with cell cycle patterns and arrests that vary among individual cells. After several generations, the proliferating population has longer G1 phases, shifts in gene expression, intermediate licensing, and less DNA damage. This study visualizes the plasticity of the cell cycle while providing a careful and quantitative examination of the impact of cyclin E on the cell cycle over many cell generations.

## Materials and Methods

### Cell culture and cell line construction

RPE1-hTERT cells were verified by STR profiling (ATCC) and confirmed to be mycoplasma negative. Cells were maintained in DMEM supplemented with 10% FBS, 2 mM L-glutamine, 1× pen/strep and incubated at 37°C in 5% CO_2_. Cells were passaged with 1× trypsin before reaching confluency. RPE1-hTERT cells with the pINDUCER20-cyclin constructs were passaged every 3 d. To package lentivirus, pINDUCER20 (plasmid #44012; Addgene) with human cyclin E1, cyclin D1, or cyclin A2 cDNAs were co-transfected with ΔNRF and VSVG plasmids (gifts from Dr. J Bear, UNC) into HEK293T cells with 50 μg/ml polyethylenimine (PEI)-Max (Aldrich Chemistry). RPE1-hTERT cells were transduced with the viral supernatant from the transfections in the presence of 8 μg/ml polybrene (Millipore) for 24 h, then selected with 500 μg/ml Geneticin (# 10131035; Gibco). Clones from the polyclonal population were isolated and screened for inducible expression of the respective protein (cyclin D1, cyclin E1, or cyclin A2).

Construction of reporter cell lines: PEI-Max was used to transfect PCNA-mTurquoise (Grant et al, 2018), DHB-mCherry (gift from S Spencer, University of Colorado-Boulder [Spencer et al, 2013]) into 293T cells using previous methods as stated above to package virus. The virus generated was then used to transduce RPE1-hTert cells already containing the pINDUCER20–cyclin E1 construct using the manufacturers’ recommended protocol. Cells with stable integration of the plasmids were selected using 500 μg/ml G418 (Gibco). Colonies from single cells were selected by visual inspection for even expression of fluorescently-tagged proteins.

### Cloning

cDNAs were subcloned into the pINDUCER20 construct (Meerbrey et al, 2011) using either the Gateway cloning method (Life Technologies) or Gibson Assembly following protocols previously described (Matson et al, 2017; Grant et al, 2018). PCR fragments were amplified with Q5 polymerase (# M0491L; New England Biolabs, NEB). DNA fragments were isolated using the Qiaprep spin miniprep kit (QIAGEN). Plasmids were transformed into DH5α *Escherichia coli* strains. pENTR constructs were then combined with pINDUCER20 (plasmids#44012; Addgene). Plasmids were validated via sequencing (Eton Biosciences) for the desired insert using appropriate primers.

### Immunoblotting

Cells were lysed with CSK buffer (300 mM sucrose, 300 mM NaCl, 3 mM MgCl_2_, and 10 mM PIPES, pH 7.0) containing 0.5% Triton X-100 supplemented with protease and phosphatase inhibitors (0.1 mM AEBSF, 1 μg/mL pepstatin A, 1 μg/mL leupeptin, 1 μg/mL aprotinin, 10 μg/ml phosvitin, 1 mM β-glycerol phosphate, and 1 mM Na-orthovanadate) for 20 min on ice. Lysates were centrifuged at 4°C for 10 min at maximum speed in a microcentrifuge. Supernatants were removed and lysates were diluted with SDS loading buffer (final: 1% SDS, 2.5% 2-mercaptoethanol, 0.1% bromophenol blue, 50 mM Tris, pH 6.8, and 10% glycerol) and boiled. Samples were separated on appropriate SDS–PAGE gels, and proteins transferred onto nitrocellulose (GE Healthcare) or polyvinylidene difluoride (PVDF) membranes (Thermo Fisher Scientific). After transfer, total protein was detected by staining with Ponceau S (Sigma-Aldrich). Membranes were blocked for 1 h at room temperature in 5% milk or 5% BSA in Tris-Buffered-Saline-0.1% Tween-20 (TBST). Membranes were then incubated in primary antibody for 16–18 h at 4°C with constant shaking in either 2.5% milk or 5% BSA in TBST with 0.01% sodium azide. After washing in TBST, membranes were incubated with horseradish peroxidase-conjugated secondary antibody in either 2.5% milk or 5% BSA in TBST for 1 h at room temperature and washed with TBST. Signals were detected using ECL Prime and a ChemiDoc MP (Bio-Rad). This imaging system indicates any signals above the linear range of detection, and we did not include any images with signals outside that range. Antibodies used for immunoblotting were: cyclin E1 (Cat. no. 4129; Cell Signaling Technologies), cyclin D1 (Cat. no. sc753; Santa Cruz Biotechnology), cyclin A2 (Cat. no. 4656; Cell Signaling Technologies). Secondary antibodies used included: anti-rabbit IgG HRP-conjugated (1:10,000; Jackson ImmunoResearch) and goat anti-mouse IgG HRP-conjugated (1:10,000; Jackson ImmunoResearch).

### Immunoprecipitation

Cells were collected and frozen, then resuspended in Kischkel buffer (50 mM Tris, pH 8.0, 150 mM NaCl, 5 mM EDTA, and 1% Triton X-100) supplemented with 100 nM ATP and protease/phosphatase inhibitors as used for immunoblotting above for 20 min on ice. Cells were centrifuged at 4°C for 10 min at 16,000*g* and the supernatants removed. Lysates were precleared for 45 min with magnetic beads (Dynabeads protein G, Cat. no. 10003D; Invitrogen) and nuclear digestion buffer (10 mM Hepes, pH 7.9, 10 mM KCl, 1.5 mM MgCl_2_, 340 mM sucrose, and 0.1 mM glycerol) + 1 mM ATP + protease/phosphatase inhibitors (used above). After, quantification via Qubit or Bradford assay (Bradford, 1975), precleared lysates were adjusted to 1× high stringency IP buffer (Cat. no. 37510; Active Motif) with protease/phosphatase inhibitors, 0.01 mM ATP, and a non-ionic non-denaturing detergent (Cat. no. 37517; Active Motif). Lysates were then incubated with beads that had been pre-incubated with antibody in cold blocking buffer (1× PBS + protease/phosphatase inhibitors + ATP) for 6–8 h rotating at 4°C, then washed to remove unbound antibody. Lysates and antibody-bound beads were incubated with rotation at 4°C for 16–18 h. Unbound protein was removed the next day, beads were washed 3× with 5× high stringency IP buffer (diluted to 1×) supplemented with protease/phosphatase inhibitors + ATP and split 50% for immunoblotting and 50% for kinase assay. Antibodies used: cyclin E1 (Cat. no. 32-1500; Invitrogen) and cyclin E (Cat. no. 4129; Cell Signaling Technologies).

### Protein kinase assay

Protein–antibody–bead combinations were resuspended in kinase buffer (50 mM Tris, pH 7.5, 10 mM MgCl_2_, and 0.01 mM ATP, + protease/phosphatase inhibitors). 2 μCi of [γ-^32^P]ATP was added per sample, + 1 μg histone H1 protein (Cat. no. ab198676; Abcam). Samples were incubated for 30 min at 30°C. 20% 2-mercaptoethanol + sample buffer was added to each sample, boiled for 5 min, centrifuged 16,000*g* for 30 s, then separated by SDS–PAGE, and the gel was stained with Coomassie blue, dried and exposed to a PhosphorImaging cassette (GE Healthcare). The phosphorylated histone H1 signal was quantified by subtracting the serum control from all experimental signals, and then all signals within one experiment were normalized to 1 based on activity in the control (endogenous cyclin E) sample.

### Flow cytometry

For analytical flow cytometry, EdU (Santa Cruz Biotechnology) was added to 10 μM 30 min before collection with trypsin. Cells were permeabilized with 500 μl cytoskeletal (CSK) buffer supplemented with 0.5% Triton X-100 and protease and phosphatase inhibitors as used above for immunoblotting, then fixed with PFA and subjected to antibody staining and EdU detection as described here dx.doi.org/10.17504/protocols.io.bba8iihw. Samples were analyzed on an Attune NxT flow cytometer (Life Technologies). Flow cytometry data were evaluated using FCS Express 7.0 software (De Novo). Cells were gated on FS(A) x SS(A) plots, and singlets were gated using DAPI(A) x DAPI(H) plots. Control samples were prepared as described previously (Matson et al, 2017). Control samples were treated the same as experimental samples by incubating with azide (either 647 or 488) and the appropriate secondary antibody. The following antibody/fluorophore combinations were used: (1) MCM (measuring origin licensing): Alexa 647-azide (Life Technologies), primary: Mcm2 (Cat. no. 610700; BD Biosciences), secondary: donkey anti-mouse-488 (Jackson ImmunoResearch), DAPI. (2) γ-H2AX (measuring DNA damage): Alexa 488-azide (Life Technologies), primary: γ-H2AX (Cat. no. 9718; Cell Signaling Technologies), secondary: donkey anti-rabbit 647 (Jackson ImmunoResearch), DAPI (Cat. no. D1306; Life Technologies).

### Doubling time

Doubling times were calculated by plating cells and counting cell numbers using a Luna II automated cell counter (Logos Biosystems) 72 h after plating. Each time course was repeated a minimum of three times. P = final # of cells, P0 = initial # of cells, PD = population doubling calculated as log_2_(P/P0), and D_t_ = population doubling time which was calculated as T (time)/PD. A minimum of three biological replicates were averaged for a final mean doubling time and graphed as 1/D_t_. GraphPad Prism and Excel were used to plot final graphs.

### Live cell imaging

RPE1-hTERT cells were plated as single cells in 24-well glass-bottom dishes (Cellvis) at a density of 20,000 cells/well. Cells were grown in FluoroBrite media (#A18967-01; Gibco) with 10% FBS, 2 mM L-glutamine, 1× pen/strep at 37°C in a humidified enclosure with 5% CO_2_ (Okolab) and stimulated with 20 ng/ml doxycycline where indicated. Images were collected starting 4 h after plating, and cells were imaged for 72 h with images collected every 10 min using a Nikon Ti Eclipse inverted microscope (20× 0.75 NA dry objective lens) with the Nikon Perfect Focus system. Images were captured using an Andor Zyla 4.2 sCMOS detector with 12-bit resolution. All filter sets were from Chroma, CFP-436/20 nm; 455 nm; 480/40 nm (excitation; beam splitter; emission filter), YFP-500/20 nm; 515 nm; 535/30 nm; and mCherry-560/40 nm; 585 nm; 630/75 nm. Images were collected with the Nikon NIS-Elements AR software.

### Cell tracking

Cells were tracked using ImageJ software (https://imagej.nih.gov). Custom Python scripts (v3.7.1) in Jupyter Notebooks (v6.1.4) were used following tracking to perform single cell biosensor analyses. Individual cells were tracked and segmented in movies (time-lapse experiments) using a previously described user-assisted approach (Grant et al, 2018).

### Immunofluorescence microscopy

Cells were fixed with 4% PFA for 15 min, permeabilized with 0.5% Triton X-100 for 30 min, then incubated with primary antibody (anti-53BP1, #NB100-304; Novus Biologics) at 4°C. The next day, cells were incubated with secondary anti-rabbit antibody conjugated to Alexa Fluor 488 for 1 h at room temperature. After washing, the cells were incubated with 1 μg/ml DAPI and imaged with appropriate filters. Slides were scanned with a Nikon Ti Eclipse inverted microscope (details in Live cell imaging section) with a 40× 0.95 NA objective. For each time point, 20 fields of view were manually selected for analysis yielding between 250 and 1,500 cells to be analyzed. Nuclei were detected based on DAPI signal using Python implementation of the Stardist segmentation algorithm (Weigert et al, 2020). 53BP1 nuclear bodies were detected using Difference of Gaussians image enhancement algorithm followed by a watershed segmentation algorithm using Scikit-image (van der Walt et al, 2014) in Python.

### Statistical analysis

Bar graphs represent means, and error bars indicate SEM, unless otherwise noted. The number and type of replicates are indicated in the figure legends. Significance tests were performed using a one-way ANOVA test, as indicated in the figure legends, unless otherwise specified. Statistical significance is indicated as asterisks in figures: *P ≤ 0.05, **P ≤ 0.05, ***P ≤ 0.005 and ****P ≤ 0.0005. GraphPad Prism v.8.0 and Python were used for statistical analysis.

### RNA extraction, library preparation, and RNA sequencing

RNA was extracted from RPE1-hTERT cells using the Quick-RNA Miniprep Kit (Zymo Research) with chloroform extraction. Libraries for each sample were prepared, at the same time, using KAPA Hyperprep mRNA Library Kit (Roche) and Illumina adapters (New England Biolabs) starting with 1 μg RNA for each sample. Pooled libraries were sequenced with a Nextseq 500 high output 75 cycle kit for single-end reads.

To analyze RNA sequencing data, Kallisto (v0.44.0) was used to quantify transcript abundance against a reference human genome (hg38) followed by generation of transcripts per million tables. Kallisto output was imported into DESeq2 (v1.24.0) to determine differential gene expression between time points. Ranked lists of genes with differential expression between time points based on log_2_ fold change were used for gene set enrichment analysis. Pairwise comparisons were performed using detected genes with transcripts per million of at least five. Cell cycle gene sets were derived from RNA sequencing (Dominguez et al, 2016) and in total 931 genes overlapped with this dataset. Periodic “seeds” 1–7 from Dominguez et al (2016) were used to investigate expression changes in this study. Breast cancer (BRCA) data from Tumor Cancer Genome Atlas Data were downloaded from the Cancer Bioportal Repository (Gao et al, 2013). Copy number variation and gene expression values (RSEM + 1) were used from the published datasets. Statistical significance tests are denoted in figure legends with *P*-value adjustment when multiple comparisons were made.

## Data Availability

The data are included in the figures and supplements. RNA-Seq data have been deposited in the Gene Expression Omnibus database (accession no. GSE171845).

### Supplementary data

Figs S1–S6 and Table S1 are provided.

**Figure S6.**
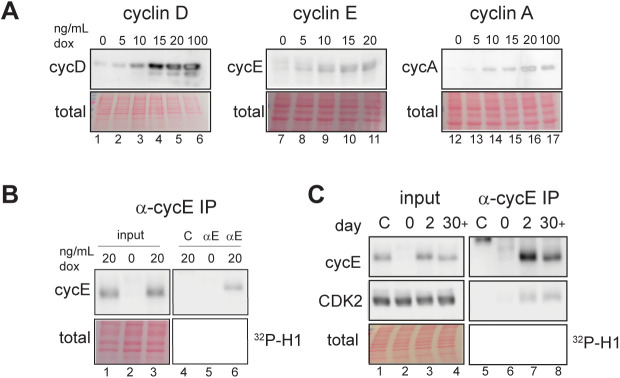
Alternative exposures from Figs 1A and D and 3B. **(A)** Lighter exposures from Fig 1A. **(B)** Lighter exposure of Fig 1D. **(C)** Lighter exposure of Fig 3B.

## Supplementary Material

Reviewer comments

## References

[bib1] Abbas T, Sivaprasad U, Terai K, Amador V, Pagano M, Dutta A (2008) Pcna-dependent regulation of p21 ubiquitylation and degradation via the crl4cdt2 ubiquitin ligase complex. Genes Dev 22: 2496–2506. 10.1101/gad.167610818794347PMC2546691

[bib2] Ait Saada A, Lambert SAE, Carr AM (2018) Preserving replication fork integrity and competence via the homologous recombination pathway. DNA Repair (Amst) 71: 135–147. 10.1016/j.dnarep.2018.08.01730220600PMC6219450

[bib3] Alvarez S, Díaz M, Flach J, Rodriguez-Acebes S, López-Contreras AJ, Martínez D, Cañamero M, Fernández-Capetillo O, Isern J, Passegué E, (2015) Replication stress caused by low mcm expression limits fetal erythropoiesis and hematopoietic stem cell functionality. Nat Commun 6: 8548. 10.1038/ncomms954826456157PMC4608254

[bib4] Arias EE, Walter JC (2006) Pcna functions as a molecular platform to trigger cdt1 destruction and prevent re-replication. Nat Cell Biol 8: 84–90. 10.1038/ncb134616362051

[bib5] Arias EE, Walter JC (2005) Replication-dependent destruction of cdt1 limits DNA replication to a single round per cell cycle in xenopus egg extracts. Genes Dev 19: 114–126. 10.1101/gad.125580515598982PMC540230

[bib6] Arias EE, Walter JC (2007) Strength in numbers: Preventing rereplication via multiple mechanisms in eukaryotic cells. Genes Dev 21: 497–518. 10.1101/gad.150890717344412

[bib7] Asghar US, Barr AR, Cutts R, Beaney M, Babina I, Sampath D, Giltnane J, Lacap JA, Crocker L, Young A, (2017) Single-cell dynamics determines response to cdk4/6 inhibition in triple-negative breast cancer. Clin Cancer Res 23: 5561–5572. 10.1158/1078-0432.ccr-17-036928606920PMC6175044

[bib8] Bai G, Smolka MB, Schimenti JC (2016) Chronic DNA replication stress reduces replicative lifespan of cells by trp53-dependent, microrna-assisted mcm2-7 downregulation. PLoS Genet 12: e1005787. 10.1371/journal.pgen.100578726765334PMC4713100

[bib9] Barretina J, Caponigro G, Stransky N, Venkatesan K, Margolin AA, Kim S, Wilson CJ, Lehár J, Kryukov GV, Sonkin D, (2012) The cancer cell line encyclopedia enables predictive modelling of anticancer drug sensitivity. Nature 483: 603–607. 10.1038/nature1100322460905PMC3320027

[bib10] Berti M, Cortez D, Lopes M (2020) The plasticity of DNA replication forks in response to clinically relevant genotoxic stress, Nat Rev Mol Cell Biol 21: 633–651. 10.1038/s41580-020-0257-532612242

[bib11] Boos D, Sanchez-Pulido L, Rappas M, Pearl LH, Oliver AW, Ponting CP, Diffley JF (2011) Regulation of DNA replication through sld3-dpb11 interaction is conserved from yeast to humans. Curr Biol 21: 1152–1157. 10.1016/j.cub.2011.05.05721700459

[bib12] Bradford MM (1975) A rapid and sensitive method for the quantitation of microgram quantities of protein utilizing the principle of protein-dye binding. Anal Biochem 72: 248–254. 10.1006/abio.1976.9999942051

[bib13] Burkhart DL, Sage J (2008) Cellular mechanisms of tumour suppression by the retinoblastoma gene. Nat Rev Cancer 8: 671–682. 10.1038/nrc239918650841PMC6996492

[bib14] Chanoux RA, Yin B, Urtishak KA, Asare A, Bassing CH, Brown EJ (2009) Atr and h2ax cooperate in maintaining genome stability under replication stress. J Biol Chem 284: 5994–6003. 10.1074/jbc.M80673920019049966PMC2645842

[bib15] Chellappan SP, Hiebert S, Mudryj M, Horowitz JM, Nevins JR (1991) The e2f transcription factor is a cellular target for the rb protein. Cell 65: 1053–1061. 10.1016/0092-8674(91)90557-f1828392

[bib16] Chu C, Geng Y, Zhou Y, Sicinski P (2021) Cyclin E in normal physiology and disease states. Trends Cell Biol 31: 732–746. 10.1016/j.tcb.2021.05.00134052101PMC8364501

[bib17] Davidson IF, Li A, Blow JJ (2006) Deregulated replication licensing causes DNA fragmentation consistent with head-to-tail fork collision. Mol Cell 24: 433–443. 10.1016/j.molcel.2006.09.01017081992PMC1819398

[bib18] DeGregori J, Kowalik T, Nevins JR (1995) Cellular targets for activation by the e2f1 transcription factor include DNA synthesis- and g1/s-regulatory genes. Mol Cell Biol 15: 4215–4224. 10.1128/MCB.15.8.42157623816PMC230660

[bib19] Diffley JF (2004) Regulation of early events in chromosome replication. Curr Biol 14: R778–R786. 10.1016/j.cub.2004.09.01915380092

[bib20] Dimova DK, Dyson NJ (2005) The e2f transcriptional network: Old acquaintances with new faces. Oncogene 24: 2810–2826. 10.1038/sj.onc.120861215838517

[bib21] Dominguez D, Tsai YH, Gomez N, Jha DK, Davis I, Wang Z (2016) A high-resolution transcriptome map of cell cycle reveals novel connections between periodic genes and cancer. Cell Res 26: 946–962. 10.1038/cr.2016.8427364684PMC4973334

[bib22] Donnellan R, Chetty R (1999) Cyclin e in human cancers. FASEB J 13: 773–780. 10.1096/fasebj.13.8.77310224221

[bib23] Ekholm-Reed S, Méndez J, Tedesco D, Zetterberg A, Stillman B, Reed SI (2004) Deregulation of cyclin e in human cells interferes with prereplication complex assembly. J Cell Biol 165: 789–800. 10.1083/jcb.20040409215197178PMC2172392

[bib24] El-Deiry WS, Tokino T, Velculescu VE, Levy DB, Parsons R, Trent JM, Lin D, Mercer WE, Kinzler KW, Vogelstein B (1993) Waf1, a potential mediator of p53 tumor suppression. Cell 75: 817–825. 10.1016/0092-8674(93)90500-p8242752

[bib25] Evans T, Rosenthal ET, Youngblom J, Distel D, Hunt T (1983) Cyclin: A protein specified by maternal mrna in sea urchin eggs that is destroyed at each cleavage division. Cell 33: 389–396. 10.1016/0092-8674(83)90420-86134587

[bib26] Evrin C, Clarke P, Zech J, Lurz R, Sun J, Uhle S, Li H, Stillman B, Speck C (2009) A double-hexameric mcm2-7 complex is loaded onto origin DNA during licensing of eukaryotic DNA replication. Proc Natl Acad Sci U S A 106: 20240–20245. 10.1073/pnas.091150010619910535PMC2787165

[bib27] Gao J, Aksoy BA, Dogrusoz U, Dresdner G, Gross B, Sumer SO, Sun Y, Jacobsen A, Sinha R, Larsson E, (2013) Integrative analysis of complex cancer genomics and clinical profiles using the cbioportal. Sci Signal 6: pl1. 10.1126/scisignal.200408823550210PMC4160307

[bib28] Ge XQ, Jackson DA, Blow JJ (2007) Dormant origins licensed by excess mcm2-7 are required for human cells to survive replicative stress. Genes Dev 21: 3331–3341. 10.1101/gad.45780718079179PMC2113033

[bib29] Geley S, Kramer E, Gieffers C, Gannon J, Peters JM, Hunt T (2001) Anaphase-promoting complex/cyclosome-dependent proteolysis of human cyclin A starts at the beginning of mitosis and is not subject to the spindle assembly checkpoint. J Cell Biol 153: 137–148. 10.1083/jcb.153.1.13711285280PMC2185534

[bib30] Geng Y, Michowski W, Chick JM, Wang YE, Jecrois ME, Sweeney KE, Liu L, Han RC, Ke N, Zagozdzon A, (2018) Kinase-independent function of e-type cyclins in liver cancer. Proc Natl Acad Sci U S A 115: 1015–1020. 10.1073/pnas.171147711529339491PMC5798328

[bib31] Gillespie PJ, Li A, Blow JJ (2001) Reconstitution of licensed replication origins on xenopus sperm nuclei using purified proteins. Bmc Biochem 2: 15. 10.1186/1471-2091-2-1511737877PMC60996

[bib32] Grant GD, Kedziora KM, Limas JC, Cook JG, Purvis JE (2018) Accurate delineation of cell cycle phase transitions in living cells with pip-fucci. Cell Cycle 17: 2496–2516. 10.1080/15384101.2018.154700130421640PMC6342071

[bib33] Green BM, Li JJ (2005) Loss of rereplication control in saccharomyces cerevisiae results in extensive DNA damage. Mol Biol Cell 16: 421–432. 10.1091/mbc.e04-09-083315537702PMC539184

[bib34] Gu J, Xia X, Yan P, Liu H, Podust VN, Reynolds AB, Fanning E (2004) Cell cycle-dependent regulation of a human DNA helicase that localizes in DNA damage foci. Mol Biol Cell 15: 3320–3332. 10.1091/mbc.e04-03-022715146062PMC452586

[bib35] Guerrero Llobet S, van der Vegt B, Jongeneel E, Bense RD, Zwager MC, Schröder CP, Everts M, Fehrmann RSN, de Bock GH, van Vugt MATM (2020) Cyclin e expression is associated with high levels of replication stress in triple-negative breast cancer. NPJ Breast Cancer 6: 40. 10.1038/s41523-020-00181-w32964114PMC7477160

[bib36] Hahn AT, Jones JT, Meyer T (2009) Quantitative analysis of cell cycle phase durations and pc12 differentiation using fluorescent biosensors. Cell Cycle 8: 1044–1052. 10.4161/cc.8.7.804219270522PMC2668240

[bib37] Hanahan D, Weinberg RA (2011) Hallmarks of cancer: The next generation. Cell 144: 646–674. 10.1016/j.cell.2011.02.01321376230

[bib38] Hu J, Xiong Y (2006) An evolutionarily conserved function of proliferating cell nuclear antigen for cdt1 degradation by the cul4-ddb1 ubiquitin ligase in response to DNA damage. J Biol Chem 281: 3753–3756. 10.1074/jbc.C50046420016407242

[bib39] Ibarra A, Schwob E, Méndez J (2008) Excess mcm proteins protect human cells from replicative stress by licensing backup origins of replication. Proc Natl Acad Sci U S A 105: 8956–8961. 10.1073/pnas.080397810518579778PMC2449346

[bib40] Jones RM, Mortusewicz O, Afzal I, Lorvellec M, García P, Helleday T, Petermann E (2013) Increased replication initiation and conflicts with transcription underlie cyclin e-induced replication stress. Oncogene 32: 3744–3753. 10.1038/onc.2012.38722945645

[bib41] Kawabata T, Luebben SW, Yamaguchi S, Ilves I, Matise I, Buske T, Botchan MR, Shima N (2011) Stalled fork rescue via dormant replication origins in unchallenged s phase promotes proper chromosome segregation and tumor suppression. Mol Cell 41: 543–553. 10.1016/j.molcel.2011.02.00621362550PMC3062258

[bib42] Kok YP, Guerrero Llobet S, Schoonen PM, Everts M, Bhattacharya A, Fehrmann RSN, van den Tempel N, van Vugt MATM (2020) Overexpression of cyclin e1 or cdc25a leads to replication stress, mitotic aberrancies, and increased sensitivity to replication checkpoint inhibitors. Oncogenesis 9: 88. 10.1038/s41389-020-00270-233028815PMC7542455

[bib43] Kubbutat MH, Jones SN, Vousden KH (1997) Regulation of p53 stability by mdm2. Nature 387: 299–303. 10.1038/387299a09153396

[bib44] Kumagai A, Shevchenko A, Shevchenko A, Dunphy WG (2011) Direct regulation of treslin by cyclin-dependent kinase is essential for the onset of DNA replication. J Cell Biol 193: 995–1007. 10.1083/jcb.20110200321646402PMC3115804

[bib45] Leonhardt H, Rahn HP, Weinzierl P, Sporbert A, Cremer T, Zink D, Cardoso MC (2000) Dynamics of DNA replication factories in living cells. J Cell Biol 149: 271–280. 10.1083/jcb.149.2.27110769021PMC2175147

[bib46] Macheret M, Halazonetis TD (2018) Intragenic origins due to short g1 phases underlie oncogene-induced DNA replication stress. Nature 555: 112–116. 10.1038/nature2550729466339PMC5837010

[bib47] Macleod KF, Sherry N, Hannon G, Beach D, Tokino T, Kinzler K, Vogelstein B, Jacks T (1995) P53-dependent and independent expression of p21 during cell growth, differentiation, and DNA damage. Genes Dev 9: 935–944. 10.1101/gad.9.8.9357774811

[bib48] Mailand N, Diffley JF (2005) Cdks promote DNA replication origin licensing in human cells by protecting cdc6 from apc/c-dependent proteolysis. Cell 122: 915–926. 10.1016/j.cell.2005.08.01316153703

[bib49] Maiorano D, Moreau J, Méchali M (2000) Xcdt1 is required for the assembly of pre-replicative complexes in Xenopus laevis. Nature 404: 622–625. 10.1038/3500710410766247

[bib50] Matson JP, Dumitru R, Coryell P, Baxley RM, Chen W, Twaroski K, Webber BR, Tolar J, Bielinsky AK, Purvis JE, (2017) Rapid DNA replication origin licensing protects stem cell pluripotency. Elife. 6: e30473. 10.7554/eLife.3047329148972PMC5720591

[bib51] Meerbrey KL, Hu G, Kessler JD, Roarty K, Li MZ, Fang JE, Herschkowitz JI, Burrows AE, Ciccia A, Sun T, (2011) The pinducer lentiviral toolkit for inducible rna interference in vitro and in vivo. Proc Natl Acad Sci U S A 108: 3665–3670. 10.1073/pnas.101973610821307310PMC3048138

[bib52] Méndez J, Zou-Yang XH, Kim SY, Hidaka M, Tansey WP, Stillman B (2002) Human origin recognition complex large subunit is degraded by ubiquitin-mediated proteolysis after initiation of DNA replication. Mol Cell 9: 481–491. 10.1016/s1097-2765(02)00467-711931757

[bib53] Minella AC, Swanger J, Bryant E, Welcker M, Hwang H, Clurman BE (2002) P53 and p21 form an inducible barrier that protects cells against cyclin e-cdk2 deregulation. Curr Biol 12: 1817–1827. 10.1016/s0960-9822(02)01225-312419181

[bib54] Moreno A, Carrington JT, Albergante L, Al Mamun M, Haagensen EJ, Komseli ES, Gorgoulis VG, Newman TJ, Blow JJ (2016) Unreplicated DNA remaining from unperturbed s phases passes through mitosis for resolution in daughter cells. Proc Natl Acad Sci U S A 113: E5757–E5764. 10.1073/pnas.160325211327516545PMC5047195

[bib55] Narasimha AM, Kaulich M, Shapiro GS, Choi YJ, Sicinski P, Dowdy SF (2014) Cyclin d activates the rb tumor suppressor by mono-phosphorylation. Elife. 3: e02872. 10.7554/eLife.02872PMC407686924876129

[bib56] Nguyen VQ, Co C, Li JJ (2001) Cyclin-dependent kinases prevent DNA re-replication through multiple mechanisms. Nature 411: 1068–1073. 10.1038/3508260011429609

[bib57] Nishitani H, Shiomi Y, Iida H, Michishita M, Takami T, Tsurimoto T (2008) Cdk inhibitor p21 is degraded by a proliferating cell nuclear antigen-coupled cul4-ddb1cdt2 pathway during s phase and after uv irradiation. J Biol Chem 283: 29045–29052. 10.1074/jbc.M80604520018703516PMC2662008

[bib58] Ohtani K, DeGregori J, Nevins JR (1995) Regulation of the cyclin e gene by transcription factor e2f1. Proc Natl Acad Sci U S A 92: 12146–12150. 10.1073/pnas.92.26.121468618861PMC40313

[bib59] Ohtsubo M, Roberts JM (1993) Cyclin-dependent regulation of g1 in mammalian fibroblasts. Science 259: 1908–1912. 10.1126/science.83843768384376

[bib60] Ohtsubo M, Theodoras AM, Schumacher J, Roberts JM, Pagano M (1995) Human cyclin e, a nuclear protein essential for the g1-to-s phase transition. Mol Cell Biol 15: 2612–2624. 10.1128/mcb.15.5.26127739542PMC230491

[bib61] Orr SJ, Gaymes T, Ladon D, Chronis C, Czepulkowski B, Wang R, Mufti GJ, Marcotte EM, Thomas NS (2010) Reducing MCM levels in human primary T cells during the G(0)→G(1) transition causes genomic instability during the first cell cycle. Oncogene 29: 3803–3814. 10.1038/onc.2010.13820440261PMC3654664

[bib62] Petersen BO, Lukas J, Sørensen CS, Bartek J, Helin K (1999) Phosphorylation of mammalian CDC6 by cyclin A/CDK2 regulates its subcellular localization. EMBO J 18: 396–410. 10.1093/emboj/18.2.3969889196PMC1171134

[bib63] Pruitt SC, Bailey KJ, Freeland A (2007) Reduced mcm2 expression results in severe stem/progenitor cell deficiency and cancer. Stem Cells 25: 3121–3132. 10.1634/stemcells.2007-048317717065

[bib64] Remus D, Beuron F, Tolun G, Griffith JD, Morris EP, Diffley JF (2009) Concerted loading of mcm2-7 double hexamers around DNA during DNA replication origin licensing. Cell 139: 719–730. 10.1016/j.cell.2009.10.01519896182PMC2804858

[bib65] Resnitzky D, Gossen M, Bujard H, Reed SI (1994) Acceleration of the g1/s phase transition by expression of cyclins d1 and e with an inducible system. Mol Cell Biol 14: 1669–1679. 10.1128/mcb.14.3.16698114703PMC358525

[bib66] Rubin SM, Sage J, Skotheim JM (2020) Integrating old and new paradigms of g1/s control. Mol Cell 80: 183–192. 10.1016/j.molcel.2020.08.02032946743PMC7582788

[bib67] Sanidas I, Morris R, Fella KA, Rumde PH, Boukhali M, Tai EC, Ting DT, Lawrence MS, Haas W, Dyson NJ (2019) A code of mono-phosphorylation modulates the function of rb. Mol Cell 73: 985–1000.e6. 10.1016/j.molcel.2019.01.00430711375PMC6424368

[bib68] Schultz LB, Chehab NH, Malikzay A, Halazonetis TD (2000) P53 binding protein 1 (53bp1) is an early participant in the cellular response to DNA double-strand breaks. J Cell Biol 151: 1381–1390. 10.1083/jcb.151.7.138111134068PMC2150674

[bib69] Schulze A, Zerfass K, Spitkovsky D, Middendorp S, Bergès J, Helin K, Jansen-Dürr P, Henglein B (1995) Cell cycle regulation of the cyclin a gene promoter is mediated by a variant e2f site. Proc Natl Acad Sci U S A 92: 11264–11268. 10.1073/pnas.92.24.112647479977PMC40612

[bib70] Schwarz C, Johnson A, Kõivomägi M, Zatulovskiy E, Kravitz CJ, Doncic A, Skotheim JM (2018) A precise cdk activity threshold determines passage through the restriction point. Mol Cell 69: 253–264.e5. 10.1016/j.molcel.2017.12.01729351845PMC5790185

[bib71] Senga T, Sivaprasad U, Zhu W, Park JH, Arias EE, Walter JC, Dutta A (2006) Pcna is a cofactor for cdt1 degradation by cul4/ddb1-mediated n-terminal ubiquitination. J Biol Chem 281: 6246–6252. 10.1074/jbc.M51270520016407252

[bib72] Shima N, Alcaraz A, Liachko I, Buske TR, Andrews CA, Munroe RJ, Hartford SA, Tye BK, Schimenti JC (2007) A viable allele of mcm4 causes chromosome instability and mammary adenocarcinomas in mice. Nat Genet 39: 93–98. 10.1038/ng193617143284

[bib73] Siddiqui K, On KF, Diffley JF (2013) Regulating DNA replication in eukarya. Cold Spring Harb Perspect Biol 5: a012930. 10.1101/cshperspect.a01293023838438PMC3753713

[bib74] Spencer SL, Cappell SD, Tsai FC, Overton KW, Wang CL, Meyer T (2013) The proliferation-quiescence decision is controlled by a bifurcation in cdk2 activity at mitotic exit. Cell 155: 369–383. 10.1016/j.cell.2013.08.06224075009PMC4001917

[bib75] Spruck CH, Won KA, Reed SI (1999a) Deregulated cyclin e induces chromosome instability. Nature 401: 297–300. 10.1038/4583610499591

[bib76] Spruck CH, Won KA, Reed SI (1999b) Deregulated cyclin e induces chromosome instability. Nature 401: 297–300. 10.1038/4583610499591

[bib77] Teixeira LK, Wang X, Li Y, Ekholm-Reed S, Wu X, Wang P, Reed SI (2015) Cyclin e deregulation promotes loss of specific genomic regions. Curr Biol 25: 1327–1333. 10.1016/j.cub.2015.03.02225959964PMC4439338

[bib78] van der Walt S, Schönberger JL, Nunez-Iglesias J, Boulogne F, Warner JD, Yager N, Gouillart E, Yu Tscikit-image contributors, (2014) Scikit-image: Image processing in python. PeerJ 2: e453. 10.7717/peerj.45325024921PMC4081273

[bib79] Wei Q, Li J, Liu T, Tong X, Ye X (2013) Phosphorylation of minichromosome maintenance protein 7 (mcm7) by cyclin/cyclin-dependent kinase affects its function in cell cycle regulation. J Biol Chem 288: 19715–19725. 10.1074/jbc.M112.44965223720738PMC3707676

[bib80] Weigert M, Schmidt U, Haase R, Sugawara K, Myers G (2020) Star-convex polyhedra for 3d object detection and segmentation in microscopy. In The IEEE Winter Conference on Applications of Computer Vision (WACV). Snowmass Village, CO: IEEE. 10.1109/wacv45572.2020.9093435

[bib81] Wimmel A, Lucibello FC, Sewing A, Adolph S, Müller R (1994) Inducible acceleration of g1 progression through tetracycline-regulated expression of human cyclin e. Oncogene 9: 995–997. 8108147

[bib82] Woodward AM, Göhler T, Luciani MG, Oehlmann M, Ge X, Gartner A, Jackson DA, Blow JJ (2006) Excess mcm2-7 license dormant origins of replication that can be used under conditions of replicative stress. J Cell Biol 173: 673–683. 10.1083/jcb.20060210816754955PMC2063885

[bib83] Yang HW, Cappell SD, Jaimovich A, Liu C, Chung M, Daigh LH, Pack LR, Fan Y, Regot S, Covert M, (2020) Stress-mediated exit to quiescence restricted by increasing persistence in cdk4/6 activation. Elife 9: e44571. 10.7554/eLife.4457132255427PMC7213986

[bib84] Yim H, Park JW, Woo SU, Kim ST, Liu L, Lee CH, Lee SK (2013) Phosphorylation of cdc6 at serine 74, but not at serine 106, drives translocation of cdc6 to the cytoplasm. J Cell Physiol 228: 1221–1228. 10.1002/jcp.2427523129444

[bib85] Zarkowska T, Mittnacht S (1997) Differential phosphorylation of the retinoblastoma protein by g1/s cyclin-dependent kinases. J Biol Chem 272: 12738–12746. 10.1074/jbc.272.19.127389139732

[bib86] Zeman MK, Cimprich KA (2014) Causes and consequences of replication stress. Nat Cell Biol 16: 2–9. 10.1038/ncb289724366029PMC4354890

[bib87] Zhou Y, Pozo PN, Oh S, Stone HM, Cook JG (2020) Distinct and sequential re-replication barriers ensure precise genome duplication. PLoS Genet 16: e1008988. 10.1371/journal.pgen.100898832841231PMC7473519

[bib88] Zielke N, Edgar BA, DePamphilis ML (2013) Endoreplication. Cold Spring Harb Perspect Biol 5: a012948. 10.1101/cshperspect.a01294823284048PMC3579398

[bib89] Zielke N, Kim KJ, Tran V, Shibutani ST, Bravo MJ, Nagarajan S, van Straaten M, Woods B, von Dassow G, Rottig C, (2011) Control of drosophila endocycles by e2f and crl4(cdt2). Nature 480: 123–127. 10.1038/nature1057922037307PMC3330263

How the deposited data were processed for this re-analysis (not part of the article)

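RNA-seq of 15 libraries of RPE1-hTERT cells was analysed, 3 each from control, acute, proliferative crisis, adapted and recovery cells. The authors prepared the libraries at the same time and quantified single-end reads with Kallisto on hg38, and their deposited table gives TPM for 60603 entries, with library sums of 999659 to 999726. The same deposited table holds the log2 fold changes that the authors obtained with DESeq2 for each group against control. It also holds the authors' adjusted p-value for each of these comparisons, as deposited and without the unadjusted one. Sheets that repeat these comparisons were not used. The versions and settings of the authors' tools beyond those in the paper's methods are not given in the sources used here, and the strand setting is among them.

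Of the 60603 entries, 45 copies of pseudoautosomal genes, each identical to the other copy, were dropped, which left 60558 genes. The stable identifiers of 60261 were matched to GENCODE release 44 on hg38, and 297 were not found there. Positions, strand, GC content and length come from that annotation. Columns were assigned to groups by the sample labels, and 0 columns of values were left without a sample. TPM keeps no record of depth, so no counting interval or detection limit could be computed, and no model of counts was fitted.

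Values were transformed to log2(TPM + 1). The 10196 genes with a mean of at least 5 TPM over the 15 libraries were fitted in R 4.3.3 with limma 3.58.1 (lmFit, contrasts.fit and eBayes with a trend, prior degrees of freedom 6.63). The model held the 5 groups and no other term. The comparisons were acute, crisis, adapted and recovery against control, adapted against acute, and recovery against adapted. Genes were called at an adjusted p under 0.01 by limma with the Benjamini-Hochberg method, 2-sided. CCNE1 and CDKN1A were also tested with exact permutation of 3 against 3 libraries, whose smallest p is 0.1.

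Lists of genes by cell cycle phase, pathway and cell type were written from general knowledge, and the S and G2/M lists are those of the Seurat package. The genes that the paper names for this experiment and those printed in Fig 5F were tested as lists as well. Lists with at least 5 tested members were tested with limma's camera at a preset correlation of 0.01, with the correlation estimated, and with fry and fgsea 1.28.0, each adjusted by the Benjamini-Hochberg method over 174 tests. Members were counted over all genes and adjusted over the list alone. The genes of each chromosome were tested in the same way.

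Genes named in the text are CCNE1 and the genes that the paper names for this experiment, and in each comparison the 10 called genes with the largest rise and the 10 with the largest fall whose groups do not overlap. Of each list named, they are up to 4 members with the smallest p in that comparison, and in addition the neighbours of HORMAD1 within 500000 bp with a mean of at least 0.3 TPM. The genes of Table S1 had been seen before this rule was written. CCNE2 in the comparison of acute with control cells, MYADM, CTSK and the genes induced elsewhere in the genome were added after their values were seen.

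The alternatives were pseudocounts of 0.1 and 5, other filters on TPM, rescaling by median-of-ratios factors, a loess on GC content (span 0.3, 10185 genes) removed from each library, a replicate block with and without that correction, no variance trend, a threshold of 0.05, fits to the 6 libraries compared, and each library left out in turn. Leaving out 45S-like RNA, a threshold of 0.05 together with that, the rescaling or the GC correction, and the log2 ratio of mean TPM for HORMAD1 were added after seeing the data. The fit was tested on simulated data, in which 61 of 67 genes shifted by 1 on the log2 scale and 20 of 66 shifted by 0.5 were called. Of the unchanged genes, 1 was called in acute against control, 2 in adapted against acute and 0 in each other comparison. Genes were drawn independently there, so the GC trend shared by genes in the real libraries was not simulated. Tables were handled with pandas 2.3.3 and plotted with matplotlib 3.10.9.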

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

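The use of the GC correction as a test of these patterns and the tests of a gained segment and of proportion to CCNE1 mRNA were chosen only after the result was seen, as were the settings that join 0.05 with another choice, the reading of the share near HORMAD1 by its interval and the choice of the NF-kB list among the lists tested. The genes of the segment test were picked again, without adapted or recovery libraries, after a first form of that test had been seen.

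Several genes outside those that the text of the paper discusses passed the test against control cells. In adapted cells the log2 fold change was 3.36 for the pseudogene AL356292.1, 3.34 for HORMAD1 and 1.04 for TRIML2. In recovery cells it was 3.70 for AC008440.2, listed at 0 TPM in control cells, 0.80 for ANKRD1, 0.69 for GPNMB and −0.98 for TEDC1. Adapted cells had less mRNA than acute cells of CCNE1, by −1.79 on the log2 scale, and of CDKN1A, by −0.79, each tested directly with limma. No library comes from cells kept in culture as long without ever receiving doxycycline. Time on doxycycline and culture age therefore cannot be told apart in this comparison. The CDKN1A call ended with no filter (adjusted p = 0.0195), without acute 2 (0.0107), acute 3 (0.0289), adapted 1 (0.0254), adapted 2 (0.0169) or adapted 3 (0.0199). In recovery cells ANKRD1 lost its call without control 1, control 2, control 3, recovery 2 or recovery 3, GPNMB without any 1 of the 6 libraries, and TEDC1 without control 1, control 2, recovery 2 or recovery 3, with adjusted p up to 0.0641 from limma.

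At an adjusted p under 0.05 from limma, 113 genes differed from control in recovery cells (59 higher, 54 lower) and 55 in adapted cells (22 higher, 33 lower), against 7 in acute and 7 in crisis cells. Rescaling by median-of-ratios factors gave 250 genes in recovery cells (55 higher, 195 lower), 107 of the 113 and 143 new ones among them. In adapted cells it gave 171 (33 higher, 138 lower), all 55 and 116 new ones among them. Without 45S-like RNA there were 68 higher and 257 lower in recovery and 42 and 237 in adapted cells. The counts rose, which argues against a few genes taking most of the TPM as the source of the higher counts. The balance moved towards lower genes in both settings, so a few abundant RNAs still shaped which genes were called. After the GC correction there were 16 genes in recovery cells (10 higher, 6 lower), 12 of the 113 among them, so GC content bias between libraries may account for most of that count, and 44 in adapted cells (15 higher, 29 lower), against 13 in acute and 12 in crisis cells, which argues against it as the whole cause of the higher count in adapted cells, although 34 of the 55 no longer passed and 23 of the 44 had not passed before. The correction took ANKRD1 from 0.80 (SE 0.11) to 0.61 (SE 0.10), GPNMB from 0.69 (SE 0.10) to 0.55 (SE 0.10) and TEDC1 from −0.98 (SE 0.14) to −0.70 (SE 0.15), and their calls at 0.01 ended with folds that became smaller and SEs that changed little. Every recovery library has a negative GC trend, and so has every adapted library. The rho of log2 fold change with GC content was −0.64 in adapted and −0.67 in recovery cells against control, and −0.16 in recovery against adapted cells. The trend against control was thus similar in adapted and recovery cells. Both comparisons share the 3 control libraries, with a rho of 0.69 in control 1, 0.58 in control 2 and −0.13 in control 3. They therefore cannot tell a change in the cells before withdrawal from the trend of the control libraries. A biological change of GC-rich genes remains open and untested.

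HORMAD1 and some genes near it on chromosome 1 were higher in the 9 libraries with doxycycline than in the 6 without it. Of 42 genes within 500000 bp, 5 were higher without overlap, namely HORMAD1 (29.4-fold), CTSS (3.34-fold), AL356292.1 (14.7-fold), UBE2D3P3 (11.2-fold) and ARNT (1.74-fold). CTSK, which lies between AL356292.1 and ARNT on the minus strand, was at 83.9 to 89.4 TPM in each group. UBE2D3P3 lies within CTSK on the plus strand, and the strand setting of the quantification is not given. ECM1, in the same window, went the other way, at 34.5 TPM in control, 20.0 TPM in adapted and 32.3 TPM in recovery cells. Picked from the acute, crisis and control libraries alone, as genes with every acute and crisis library above every control library, the raised genes were the same 5, and from adapted to recovery cells the median of their log2 fold changes was −2.26 (−3.08 to −0.80), where HORMAD1 and AL356292.1 passed the test and CTSS (SE 0.29, adjusted p = 0.171 from limma over genes of at least 0.3 TPM), UBE2D3P3 (SE 0.40, adjusted p = 0.154) and ARNT (SE 0.15, adjusted p = 0.165) did not, which argues against a gained segment of chromosome 1. From acute to adapted cells the median was 0.37 (0.01 to 0.68), while CCNE1 fell, which argues against transcription in proportion to CCNE1 mRNA. Transcription that depends on doxycycline from 1 site, such as an inserted vector, may be a source. Of the 9 genes other than CCNE1 that were at least 2-fold higher without overlap, 44.4% lay within 500000 bp of HORMAD1. That window holds 42 of the 18648 genes examined. The share is below the bound of 50% set for that test, and the exact binomial 95% interval of 13.7% to 78.8% spans the bound. HORMAD1 itself, around which the window was set, is counted in the share. Neighbours at 1 locus are not independent draws, so the share and its interval cannot decide. The other 5 genes are LIMS1-AS1 on chromosome 2, PTCHD4 on chromosome 6, and AC091730.1, RN7SL377P and AC073343.2 on chromosome 7, so several sites stay open, and the place of the transgene is not known from these data.

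Most genes that NF-kB induces were lower in adapted than in control cells, with a median log2 fold change of −0.60 and 27 of 28 lower (adjusted p = 5.73e-17 from camera; adjusted p = 0.205 with an estimated correlation; 0.0178 from fry); limma called 0 of them over all genes (21 lower at an unadjusted p under 0.05), 15 fell adjusted over the list alone, and CCL2, a chemokine gene, had −1.66 (SE 0.27, adjusted p = 0.0128). The text of the paper does not name this group, and Fig S5A marks the NF-kB set as lower in acute cells. After the GC correction the median was −0.48, without control 1 it was −0.44, the smallest fall without any 1 of the 6 libraries, and after rescaling it was −0.64, which argue against GC content bias, a single library or a few abundant genes as the whole cause. The list was lower also against acute cells (−0.41, adjusted p = 2.51e-14 from camera; adjusted p = 0.264 with an estimated correlation; 0.0660 from fry) and higher in recovery than in adapted cells (0.38, adjusted p = 1.92e-15 from camera; adjusted p = 0.238 with an estimated correlation; 0.0476 from fry). Both comparisons share the 3 adapted libraries with the first, so they are not separate support. Not every member returned to the control level: CCL2 was at 13.1 TPM in control, 3.85 TPM in adapted and 5.28 TPM in recovery cells. An effect of long cyclin E overproduction is possible, but no library comes from cells given doxycycline without the CCNE1 transgene. An effect of doxycycline itself therefore cannot be told apart from one of cyclin E. Cell density and culture age at harvest were not tested and stay open.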

How the results depend on the processing

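The tests without 45S-like RNA and those that join 0.05 with another choice were chosen only after the result was seen. CCNE1 kept its calls in acute, crisis and adapted cells in all settings, from 3.69 to 4.40 on the log2 scale in acute cells, and so did CDKN1A in acute cells (0.83 to 0.96). Over all settings 102 fold changes of CCNE1 and CDKN1A at the main claims and 874 other ones, some of the same genes, were the same, and 6 and 62 lost the call. Of list medians 170 lost the call, 112 gained it, 24 changed sign where the list passed before or after, and 254 changed sign without passing in either fit. For the values that follow, the cause was not tested. A pseudocount of 5 gave 3 calls in acute cells. A mean of at least 1 TPM gave 1 call in recovery cells and 9 chromosome-wide shifts, against 14 before. With no filter there were 10 calls in adapted, 5 between acute and adapted (CDKN1A −0.79, adjusted p = 0.0195), 8 between adapted and recovery cells, 15 over the paper's comparisons and 0 chromosome-wide shifts. Rescaling gave 11 in adapted and 1 in recovery cells and a median of −0.0770 for nuclear respiratory chain genes in crisis cells. The GC correction gave 11, 1, a median of −0.0669 for the same genes, −0.13 for G2/M genes in recovery cells and 0 chromosome-wide shifts. The replicate block with GC correction gave 9, 0, −0.0669, −0.13 and 0. The replicate block alone gave 5, 5, 6 and 3 calls against control, 2 between acute and adapted, 3 between adapted and recovery cells, 10 over the paper's comparisons, 47 list tests and 14 chromosome-wide shifts. Replicate numbers were not taken to pair the samples: 11 of 30 pairs that share a number had a correlation over 0.1 (from −0.44 to 0.34), and 9 of 15 libraries, not all, correlated best with their own number. Without a variance trend 1 gene was called in recovery cells. Without 45S-like RNA 10 were called in adapted cells, with −0.0692 for the respiratory chain genes in crisis. At 0.05 there were 7 in crisis, 55 in adapted, 113 in recovery, 4 between acute and adapted and 153 over the paper's comparisons. At 0.05 with rescaling there were 171 in adapted, 250 in recovery and 346 over the paper's comparisons, and without 45S-like RNA 10 in crisis, 279, 325 and 489. At 0.05 with the GC correction there were 13 in acute, 12 in crisis, 44 in adapted, 16 in recovery, 7 between adapted and recovery cells and 63 over the paper's comparisons. With the 6 libraries compared there were 8 in adapted and 1 in recovery cells, where fewer samples give the estimate of spread. Of the 48 list tests called by camera, 0 of 174 were called with an estimated correlation (16 at an unadjusted p under 0.05), and fry called 8. Leaving out each library in turn gave 3 to 7 calls in crisis, 4 to 9 in adapted, 1 to 5 in recovery, 1 to 2 between acute and adapted cells (CDKN1A −0.83 to −0.72), 6 to 14 over the paper's comparisons and 37 to 53 list tests. It gave 4 to 5 in acute cells and 3 between adapted and recovery cells each time. Leaving out 1 library, 67 of 174 list medians crossed 0, 14 of them with a call on either side, and these ran from −0.0692 to 0.0429 (S phase, acute), −0.0821 to 0.00932 (S phase, crisis), −0.15 to 0.00619 (S phase, recovery against adapted), −0.0592 to 0.14 (G2/M, recovery), −0.12 to 0.0111 (origin firing, recovery), −0.15 to 0.0121 (MYC targets, recovery), −0.15 to 0.00620 (MYC targets, recovery against adapted), −0.0462 to 0.10 (ribosomal proteins, acute), −0.0460 to 0.0539 (respiratory chain, acute), −0.0238 to 0.0613 (respiratory chain, crisis), −0.0736 to 0.0425 (respiratory chain, adapted against acute), −0.0801 to 0.0189 (ATF4 targets, acute), −0.0944 to 4.93e-04 (glycolysis, acute) and −0.0447 to 0.0164 (senescence, crisis). The authors' adjusted p could not be readjusted over the genes tested, since the table holds no unadjusted p, so that alternative was not run. The depth behind TPM is unknown and sets no limit that could be computed.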

Differences from the paper's values

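The tests made gene by gene against the authors' deposited table, those that join 0.05 with another choice and the ratio of means were chosen only after the result was seen. At an adjusted p under 0.01, the paper's Table S1 lists 24 genes in acute, 57 entries (56 distinct genes) in crisis, 336 genes in adapted and 175 in recovery cells against control and 39 between acute and adapted cells, where limma called 5, 4, 5, 4 and 2. The paper's count over all comparisons is 426, and 9 genes were called. None of the alternatives set before the data were examined closed these gaps. At 0.01 the highest counts among them were 7 in acute, 7 in crisis, 11 in adapted, 5 in recovery, 5 between acute and adapted cells and 15 over the comparisons. At 0.05, which is not the paper's threshold, they were 7, 7, 55, 113, 4 and 153. Settings chosen after seeing the values, all at 0.05, came within 1.5 times the paper's count in adapted cells, in recovery cells and over the comparisons, but not in acute or crisis cells or between acute and adapted cells. Rescaling gave 250 genes in recovery cells and dropped 56 of the 175 genes of the authors' deposited table. Leaving out 45S-like RNA gave 279 in adapted cells and dropped 158 of the 337 genes of the authors' deposited table. Over the comparisons the same settings gave 346 and 489 genes and dropped 263 and 221 of the 487 distinct genes of the paper's Table S1. Of the genes that the authors' deposited table holds at an adjusted p under 0.01, 17, 32, 283 and 157 were among the genes tested in acute, crisis, adapted and recovery cells. All of them had the same sign in the fit made here as in the authors' deposited table, and 17, 30, 281 and 154 had an unadjusted p under 0.05. These genes were chosen on the same libraries, so this is not independent evidence. Of the genes called here, 5 of 5, 4 of 4, 4 of 5 and 3 of 4 are also under that threshold in the authors' deposited table. The gene missing in adapted and in recovery cells is AC008440.2, for which that table gives no adjusted p in these comparisons.

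For HORMAD1 the paper's log2 fold change is 5.29 in acute, 5.63 in crisis and 5.80 in adapted cells, and the values here were 2.97, 3.19 and 3.34. With a pseudocount of 0.1, an alternative set before the data were examined, the values were 4.98 in crisis and 5.14 in adapted cells, which no longer differ by the criteria used, and 4.75 in acute cells, which still does. The other alternatives set before the data were examined left the difference for all 3. On the scale without a pseudocount, chosen after seeing the values, the log2 ratio of mean TPM was 5.15, 5.51 and 5.65, which differs from the paper's values by less than the replicate SD (0.20, 0.72 and 0.72).

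The paper's text compares control cells with the end of adaptation and places MCM5, CDT1, ATM and H2AFX outside its criteria for significance. It cites Fig S5D, which shows recovery against control cells, and the paper's Table S1 lists the 4 genes for that comparison. For recovery cells the adjusted p in the authors' deposited table is 0.00387 for MCM5, 0.00159 for CDT1, 0.00124 for ATM and 5.28e-04 for H2AFX. For adapted cells it is 0.109 for MCM5, 0.0269 for CDT1, 0.00117 for ATM and 0.0120 for H2AFX. With limma the values in recovery cells were 0.0403, 0.0403, 0.0440 and 0.0345 in the same order. All 4 thus pass at 0.05, an alternative set before the data were examined. The distinct genes of the paper's Table S1 over its 5 sheets number 487, which differs from the paper's count of 426. The paper states that the early and late estrogen response sets are the main lower sets in crisis and adapted cells. Of 129 genes of these responses tested, 40 were lower and 89 higher in crisis cells (median 0.08, adjusted p = 0.922 from camera), where the median of all tested genes was also 0.08 and the list median after rescaling was −0.00, and 75 were lower and 54 higher in adapted cells (median −0.05, adjusted p = 0.0262). With no filter the list passed in adapted cells (median −0.04, adjusted p = 0.00895). The sets of the paper were not used here, and its criterion for sets was a nominal p. The paper describes the G1 cohort as clearly lower in induced cells. The medians of the G1/S list were −0.04 in acute, −0.02 in crisis and −0.03 in adapted cells, with 29, 31 and 29 of 53 genes lower. After rescaling they were −0.11, −0.11 and −0.07, and after the GC correction −0.10, −0.11 and −0.08, which are further from 0. The seed lists of the paper were not used here. Seed 1 genes peak in G1, while the G1/S list holds genes that E2F induces at the G1/S transition. Its medians therefore do not test the G1 cohort of the paper. A list of early G1 and mitogen genes, with 24 tested, did not pass with camera in these groups. Leaving out 1 library, its median ran from −0.05 to 0.08 in acute, 0.01 to 0.13 in crisis and −0.12 to −0.01 in adapted cells.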

Other observations

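No tests in this part were chosen only after the result was seen, but which lists to describe was.

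Most genes of the extracellular matrix were lower in adapted cells and higher again after withdrawal, and tested against no change the adjusted p from fry was 0.274 and 0.105. Of 43 tested matrix genes, 34 were lower in adapted than in control cells, with a median log2 fold change of −0.18 (adjusted p = 5.58e-07 from camera; adjusted p = 0.766 with an estimated correlation). Limma called 0 of them over all genes, with 0 higher and 13 lower at an unadjusted p under 0.05, and 5 fell adjusted over the list alone. ECM1, a secreted matrix glycoprotein, had −0.76 (SE 0.12, adjusted p = 0.0101 from limma), and after the GC correction it was called (−0.66, adjusted p = 0.00442). ECM1 lies within 500000 bp of HORMAD1, where other genes rose with doxycycline. Whether its fall is tied to that place or to the matrix genes was not tested. Between adapted and recovery cells 42 of the 43 were higher, with a median of 0.29 (adjusted p = 6.89e-14 from camera; adjusted p = 0.532 with an estimated correlation), and 0.13 without recovery 3 (adjusted p = 4.32e-06). Over all genes limma called 0 in that comparison, with 19 higher and 0 lower at an unadjusted p under 0.05, and adjusted over the list alone 1 rose.

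Most genes induced by interferon were higher in recovery than in adapted cells, with 24 of 28 higher and a median of 0.16 (adjusted p = 5.93e-04 from camera; adjusted p = 0.762 with an estimated correlation; 0.179 from fry). Without recovery 3 that call ended (0.08, adjusted p = 0.0644). GBP2, a guanylate-binding protein, had a log2 fold change of 0.84 (SE 0.23). All 13 genes encoded in mitochondrial DNA were higher in recovery than in control cells, with a median of 0.35 (adjusted p = 0.00480 from camera; adjusted p = 0.786 with an estimated correlation; 0.225 from fry). After the GC correction the median was 0.19. That call ended with only the 6 libraries compared (adjusted p = 0.0114 from camera), with fgsea (0.0223), and without control 1 (0.0114), control 2 (0.0456), recovery 1 (0.0206) or recovery 3 (0.0523). Leaving out 1 library the median ran from 0.22 to 0.55, the highest without control 3. Over all genes or adjusted over the list alone, limma called 0 of the interferon genes and 0 of the mitochondrial genes, with 7 and 8 higher at an unadjusted p under 0.05.

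Marker lists could not exclude an admixture of other cells. Of the blood cell markers 0 were at a mean of 5 TPM or more (highest 2.60 TPM), and of the markers of other epithelial lines 1 was (7.48 TPM). Of 15 markers of HEK293T cells, which were used to package virus, 4 were at a mean of 5 TPM or more, too few for a list test. They were CDH2, at the highest mean of 144 TPM, GATA3, IRX3 and SOX11, and are named after their values were seen. The rest of the 15 lay below a mean of 5 TPM. Camera called 14 of 138 tests of whole chromosomes, on chromosomes 4, 13, 16, 17, 19 and 22, with an adjusted p of 0.994 for each with an estimated correlation, and 0 after the GC correction.

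Other splits of the libraries were fitted in the same way. For 3 against 3 libraries there are 10 splits, too few for a share under 0.05, and in each comparison 1 of the 10, the real one, gave a result as large. The real counts and the highest of the other splits were 5 and 1 in acute, 4 and 0 in crisis, 5 and 0 in adapted, 4 and 1 in recovery, 2 and 1 between acute and adapted, and 3 and 0 between adapted and recovery cells. Over the paper's comparisons 2 of 100 splits of the 15 libraries, the real one included, gave at least the 9 genes called. CCNE1, which was induced by design, is among the 9 and sets the real groups apart. The share therefore cannot decide whether the other genes arose by chance. The highest of the other splits was 642, which points to a structure of the libraries besides the groups. The first principal component held 29.2% of the variance and had a Spearman's rho of −0.97 with the GC trend of the libraries. For the list tests 18 of 100 splits gave at least 48 calls, with a highest of 68 and a median of 37, so chance cannot be excluded.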
